# Requirement of hepatic pyruvate carboxylase during fasting, high fat, and ketogenic diet

**DOI:** 10.1016/j.jbc.2022.102648

**Published:** 2022-10-28

**Authors:** Ebru S. Selen, Susana Rodriguez, Kyle S. Cavagnini, Han-Byeol Kim, Chan Hyun Na, Michael J. Wolfgang

**Keywords:** Pyruvate Carboxylase, fasting, gluconeogenesis, acetylation, mitochondria, BCA, bicinchoninic acid, BHB, β-hydroxybutyrate, cDNA, complementary DNA, FDR, false discovery rate, HFD, high-fat diet, IAP, immunoaffinity purification, LC, liquid chromatography, MS, mass spectrometry, NEFA, nonesterified fatty acid, OAA, oxaloacetate, TBST, Tris-buffered saline with Tween-20, TCA, tricarboxylic acid, TG, triglyceride

## Abstract

Pyruvate has two major fates upon entry into mitochondria, the oxidative decarboxylation to acetyl-CoA *via* the pyruvate decarboxylase complex or the biotin-dependent carboxylation to oxaloacetate *via* pyruvate carboxylase (Pcx). Here, we have generated mice with a liver-specific KO of pyruvate carboxylase (Pcx^L−/−^) to understand the role of Pcx in hepatic mitochondrial metabolism under disparate physiological states. Pcx^L−/−^ mice exhibited a deficit in hepatic gluconeogenesis and enhanced ketogenesis as expected but were able to maintain systemic euglycemia following a 24 h fast. Feeding a high-fat diet to Pcx^L−/−^ mice resulted in animals that were resistant to glucose intolerance without affecting body weight. However, we found that Pcx^L−/−^ mice fed a ketogenic diet for 1 week became severely hypoglycemic, demonstrating a requirement for hepatic Pcx for long-term glycemia under carbohydrate-limited diets. Additionally, we determined that loss of Pcx was associated with an induction in the abundance of lysine-acetylated proteins in Pcx^L−/−^ mice regardless of physiologic state. Furthermore, liver acetyl-proteomics revealed a biased induction in mitochondrial lysine-acetylated proteins. These data show that Pcx is important for maintaining the proper balance of pyruvate metabolism between oxidative and anaplerotic pathways.

The liver can exhibit dramatic metabolic shifts depending on nutritional and/or dietary state. This metabolic flexibility is most aptly demonstrated by the shift between *ad libitum* feeding and fasting where the liver becomes a net consumer or producer of blood glucose, respectively (1). Conversely, the liver is a net producer and then consumer of fatty acids between the carbohydrate replete and fasted states. This shift in macronutrient metabolism is accomplished by shifts in tricarboxylic acid (TCA) cycle flux whereby carbon is partitioned into either the reductive or oxidative branches of the TCA cycle to facilitate gluconeogenesis or fatty acid synthesis. While the fate of pyruvate is unique among the fed and fasted states, pyruvate carboxylase is central to both by generating oxaloacetate (OAA) from pyruvate (2).

Pyruvate entry into mitochondria is accompanied by the concomitant partitioning of pyruvate into two major fates, the oxidative decarboxylation to acetyl-CoA and CO_2_ *via* the pyruvate decarboxylase complex or its biotin-dependent carboxylation to OAA *via* pyruvate carboxylase (3). Pyruvate carboxylase contributes to both gluconeogenesis and fatty acid synthesis. Pyruvate carboxylase generates OAA as a mitochondrial-derived gluconeogenic substrate. Alternatively, pyruvate carboxylase generates OAA for the balanced synthesis of citrate by citrate synthase and is therefore highly expressed in lipogenic and steroidogenic tissues. Lipogenesis is a highly cataplerotic process and pyruvate carboxylase is a major mechanism by which the TCA cycle is replenished (4). Fatty acid oxidation is required for gluconeogenesis in part by generating ample mitochondrial acetyl-CoA to allosterically activate pyruvate carboxylase in addition to its roles in generating NADH, FADH2, and ATP. The activation of pyruvate carboxylase by acetyl-CoA derived from fatty acids has been proposed to play a major regulatory role in potentiating inappropriate gluconeogenesis in insulin resistance (5). Interfering with this activation could be a beneficial strategy in the treatment of type II diabetes (6, 7).

Here, we generated liver-specific pyruvate carboxylase KO mice in order to determine the requirements of hepatic pyruvate carboxylase in the liver and systemic metabolism following disparate nutritional and physiological states. We found that the liver-specific loss of pyruvate carboxylase was surprisingly well tolerated during a 24 h fast and even improved glucose tolerance during high fat feeding. However, a carbohydrate-limited ketogenic diet resulted in rapid metabolic decompensation. These data show the requirement of pyruvate carboxylase mediated anaplerosis in the liver under disparate metabolic conditions.

## Results

### Pyruvate carboxylase is required for hepatic gluconeogenesis but has a minimal impact on fasting blood glucose

Upon fasting, pyruvate carboxylase is activated by acetyl-CoA derived from fatty acid ß-oxidation to generate OAA from pyruvate for hepatic gluconeogenesis. To better understand the requirements for Pcx in hepatic metabolism, we generated a hepatocyte-specific deletion of *pcx* in mice. Pcx transgenic mice from the European Mutant Mouse Archive (C57BL/6NTac-Pcx Tm1a) were obtained and bred to Flpe germline deleter mice (Jax #5705) to generate mice with Pcx that contain a floxed exon 10. These mice were then bred to Albumin-Cre mice to generate a hepatocyte-specific deletion of pyruvate carboxylase (Pcx^L−/−^) and littermate controls (Pcx^f/f^). The loss of Pcx in the liver of Pcx^L−/−^ mice was validated at the mRNA and protein level (Fig. 1, *A* and *B*). The loss of Pcx did not alter the body weight of male or female mice under fed or fasted conditions (Fig. 1*C*). The hepatic-specific loss of Pcx resulted in a statistically significant suppression of both fed and fasted blood glucose of Pcx^L−/−^ mice (Fig. 1*D*). However, this small suppression in blood glucose is not likely physiologically significant. The loss of Pcx did result in an increase in circulating lactate, consistent with human inborn errors of pyruvate carboxylase deficiency (OMIM # 266150) (8) (Fig. 1*E*). Pcx^L−/−^ mice exhibited normal circulating nonesterified fatty acid (NEFA) and triglycerides (TGs) (Fig. 1*F*). The ketone body β-hydroxybutyrate (BHB) was increased in fed Pcx^L−/−^ mice, suggesting a greater reliance on fatty acid oxidation as an energy source (Fig. 1*G*). Finally, liver TG content was increased in Pcx^L−/−^ mice following a 24 h fast consistent with an increased reliance on fatty acid catabolism (Fig. 1*H*). Taken together, the loss of hepatic pyruvate carboxylase resulted in mice that survive a 24 h fast with surprisingly physiologically normal glycemia.

**Figure 1:**
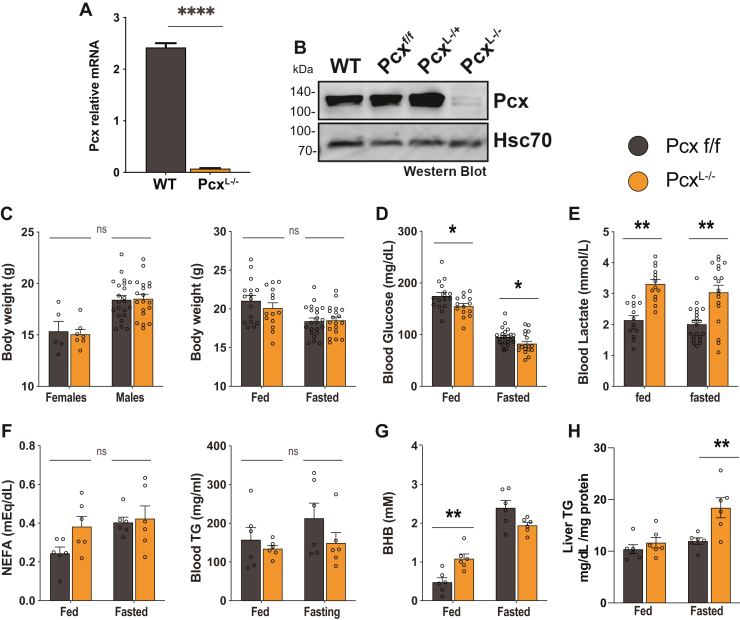
**Development of liver-specific pyruvate carboxylase KO mice.***A*, mRNA expression of Pcx in Pcx^f/f^ and Pcx^L−/−^ mice. *B*, Western blot of Pcx in Pcx^f/f^, Pcx^L−/+^, and Pcx^L−/−^ mice. *C*, body weight of 9-week-old male and female Pcx^f/f^ and Pcx^L−/−^ mice and 9-week-old fed and 24 h fasted male Pcx^f/f^ and Pcx^L−/−^ mice. *D*, blood glucose of 9-week-old fed and 24 h fasted male Pcx^f/f^ and Pcx^L−/−^ mice. *E*, blood lactate of 9-week-old fed and 24 h fasted male Pcx^f/f^ and Pcx^L−/−^ mice. *F*, blood NEFA and triglyceride of 9-week-old fed and 24 h fasted male Pcx^f/f^ and Pcx^L−/−^ mice. *G*, blood beta-hydroxybutyrate of 9-week-old fed and 24 h fasted male Pcx^f/f^ and Pcx^L−/−^ mice. *H*, liver triglyceride content of 9-week-old fed and 24 h fasted male Pcx^f/f^ and Pcx^L−/−^ mice. Data are expressed as mean ± SEM. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. NEFA, nonesterified fatty acid.

Given that Pcx^L−/−^ mice were able to maintain circulating fasting glucose concentrations, we next examined the requirement for pyruvate carboxylase in hepatic gluconeogenesis directly. We isolated primary hepatocytes from control and Pcx^L−/−^ mice. We then incubated the hepatocytes with 1-^13^C–labeled lactate or U-^13^C–labeled glutamine and measured the production of glucose from these substrates (Fig. 2*A*). The loss of pyruvate carboxylase suppressed the ability of hepatocytes to perform gluconeogenesis as the total production of glucose *in vitro* was suppressed (Fig. 2, *B* and *C*). Specifically, glucose production from lactate (Fig. 2*B*) or glutamine (Fig. 2*C*) was significantly suppressed, consistent with another pyruvate carboxylase loss of function model (9). In total, these results show that while pyruvate carboxylase is required for gluconeogenesis, other gluconeogenic tissues (*e*.*g*., kidney) can compensate for the loss of hepatic gluconeogenesis during a 24 h fast (10). These data show that despite a block in gluconeogenesis from mitochondria, mice demonstrate a remarkable systemic resiliency to fasting induced hypoglycemia.

**Figure 2:**
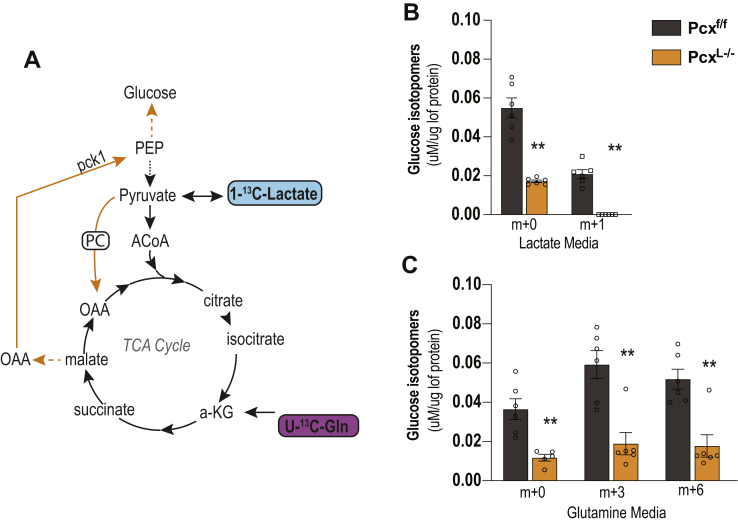
**Requirement of pyruvate carboxylase for hepatic gluconeogenesis**. *A*, experimental setup for tracing glutamine and lactate into glucose. *B*, glucose production in Pcx^f/f^ and Pcx^L−/−^ primary hepatocytes from 1-^13^C-lactate shows a suppression of gluconeogenesis. *C*, glucose production in Pcx^f/f^ and Pcx^L−/−^ primary hepatocytes from U-^13^C-glutamine shows a suppression of gluconeogenesis. Data are expressed as mean ± SEM by *t* test between genotypes ∗∗*p* < 0.01.

We next turned to unbiased steady-state metabolomics to understand the effect of deleting hepatic pyruvate carboxylase on the liver metabolome following a 24 h fast (Table S2). The most over-represented class of metabolites in Pcx^L−/−^ liver were urea cycle intermediates. Argininosuccinate, citrulline, and homocitrulline were all significantly induced in Pcx^L−/−^ liver as well as urea (Fig. 3*A*). Consistent with the increase in urea cycle intermediates, N-acetylglutamate, a positive regulator of carbamoyl phosphate synthetase I was elevated (Fig. 3*B*) (11). Unexpectedly, almost all N-acetylated forms of free amino acids were elevated in Pcx^L−/−^ liver (Fig. 3*B*).

**Figure 3:**
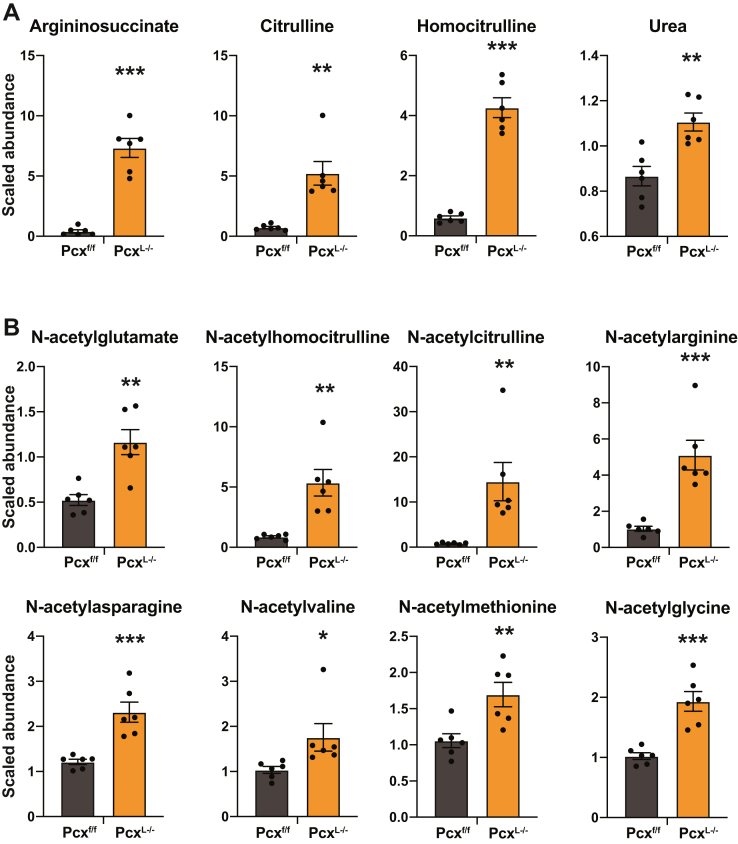
**Unbiased metabolomics from fasting liver-specific pyruvate carboxylase KO liver.***A*, urea cycle intermediates of 9-week-old fed and 24 h fasted male Pcx^f/f^ and Pcx^L−/−^ mice. *B*, N-acetylated amino acids from 9-week-old 24 h fasted male Pcx^f/f^ and Pcx^L−/−^ mice. Data are expressed as mean ± SEM. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001.

### The loss of hepatic pyruvate carboxylase protects mice from high-fat diet–induced glucose intolerance

Inappropriate hepatic gluconeogenesis is thought to exacerbate hyperglycemia in insulin resistance and type II diabetes. To understand the role of pyruvate carboxylase and hepatic gluconeogenesis in insulin resistance, we placed male and female control and Pcx^L−/−^ mice on a high-fat diet (HFD) for 12 weeks. We did not observe any difference in body weight gain between control and Pcx^L−/−^ mice (Figs. 4*A* and S1*A*). Consistently, we did not observe differences in gonadal white adipose tissue, inguinal white adipose tissue, or liver weights (Figs. 4*B* and S1*B*). Female but not male Pcx^L−/−^ mice exhibited a significant increase in kidney weight (Fig. S1*B*). Male Pcx^L−/−^ mice exhibited a significant suppression in blood glucose while TGs, cholesterol, and NEFAs were not affected (Fig. 4*C*). Similar to chow fed Pcx^L−/−^ mice, BHB concentrations were significantly increased in HFD-fed male Pcx^L−/−^ mice (Fig. 4*C*). Female mice fed a HFD exhibited no changes in circulating metabolites (Fig. S1*C*). Fasting HFD-fed male and female Pcx^L−/−^ mice resulted in a suppression in blood glucose and increase in blood lactate concentrations (Figs. 5*A* and S2*A*). Fasting BHB and NEFA were increased in HFD-fed male and female Pcx^L−/−^ mice without affecting TG or cholesterol concentrations (Figs. 5*B* and S2*B*). Glucose tolerance tests revealed an improvement in blood glucose tolerance with increased glucose clearance and lower insulin levels in male HFD-fed Pcx^L−/−^ mice (Fig. 5, *C* and *D*). Glucose-invoked insulin production was also improved (Fig. 5*E*). Insulin tolerance tests revealed an improvement in insulin-stimulated blood glucose clearance in male HFD-fed Pcx^L−/−^ mice (Fig. 5, *F* and *G*). Female HFD-fed Pcx^L−/−^ mice did not exhibit changes in glucose or insulin tolerance (Fig. S2, *C*–*F*). These data show that inhibiting hepatic pyruvate carboxylase accelerates hepatic ketogenesis and improves diet-induced glucose intolerance in a somewhat sexually dimorphic manner.

**Figure 4:**
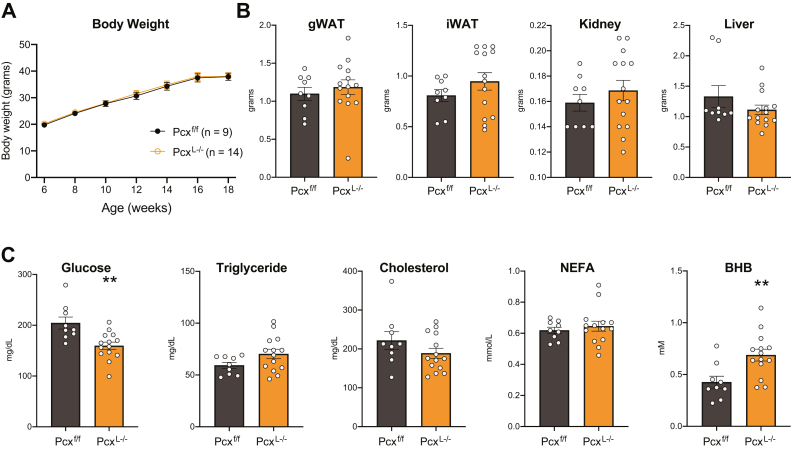
**The role of high fat feeding on liver-specific pyruvate carboxylase KO mice.***A*, body weight gain of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks *B*, weight of gonadal white adipose tissue (gWAT), inguinal (iWAT), kidney, and liver of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks *C*, blood glucose, triglyceride, cholesterol, NEFA, and beta-hydroxybutyrate in the fed state of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks. Data are expressed as mean ± SEM. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. NEFA, nonesterified fatty acid.

**Figure 5:**
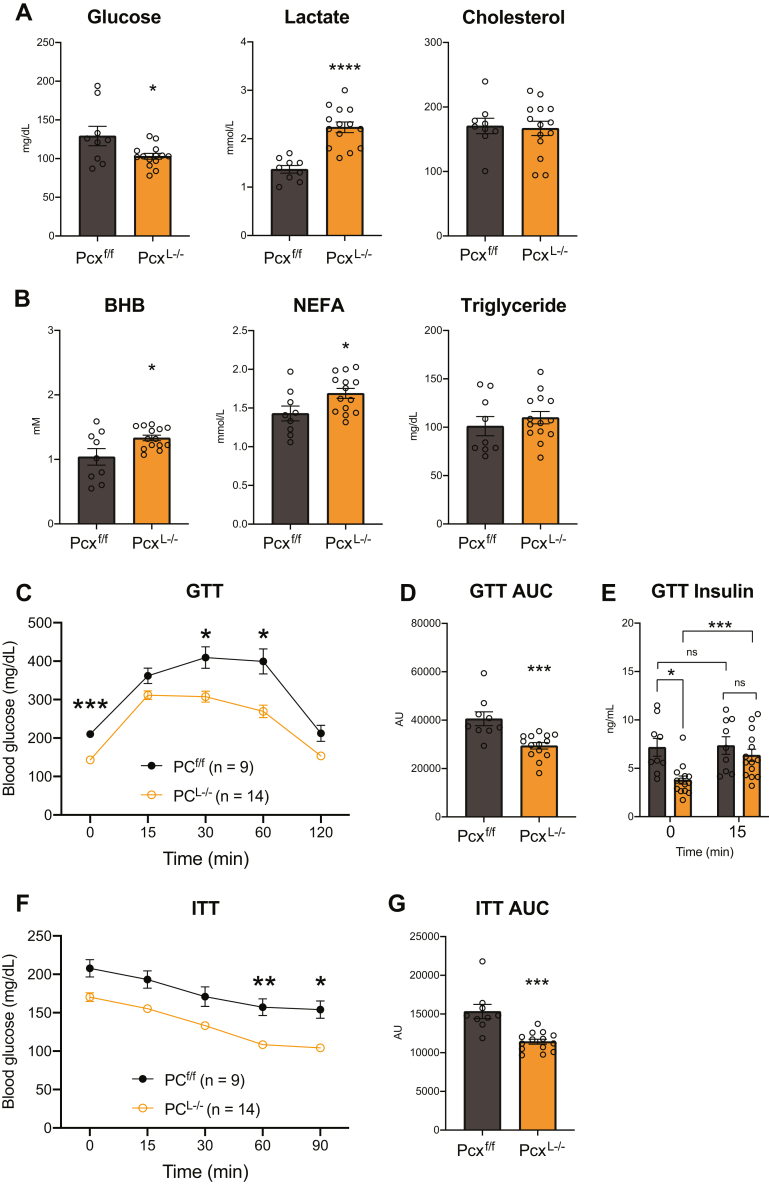
**Liver-specific pyruvate carboxylase KO mice are protected from high-fat diet–induced glucose intolerance**. *A*, fasted blood glucose, lactate, and cholesterol of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks. *B*, fasted blood beta-hydroxybutyrate (BHB), NEFA, and triglyceride of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks *C*, intraperitoneal glucose tolerance tests of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks. *D*, area under the curve (AUC) of glucose tolerance test of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks. *E*, fasted insulin before and 15 min after intraperitoneal glucose administration of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks *F*, insulin tolerance tests of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks. *G*, AUC of insulin tolerance test of male Pcx^f/f^ and Pcx^L−/−^ mice fed a high fat diet for 12 weeks. Data are expressed as mean ± SEM. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. NEFA, nonesterified fatty acid.

### Pcx^L−/−^ mice are unable to sustain glucose homeostasis under a ketogenic diet

Pcx^L−/−^ mice tolerated a 24 h fast and HFD feeding with normal and improved glucose homeostasis, respectively. Therefore, we next tested the ability of male and female Pcx^L−/−^ mice to maintain glucose homeostasis under a carbohydrate restricted ketogenic diet. Before administering the diet, Pcx^L−/−^ and control mice had equal body weights and a mild suppression of blood glucose and increased blood lactate consistent with previous chow-fed cohorts. However, after 7 days of ketogenic diet feeding, male and female Pcx^L−/−^ mice lost considerable body weight and exhibited metabolic decompensation with exacerbated differences in blood glucose and lactate concentrations (Figs. 6, *A*–*C* and S3, *A*–*C*). While chow-fed mice exhibited a statistically significant yet physiologically mild suppression in blood glucose, 7 days of a ketogenic diet resulted in a physiologically significant moribund circulating blood glucose. Furthermore, ketogenic diet increased BHB, NEFA, and TGs in male Pcx^L−/−^ mice compared to littermate controls (Figs. 6*D* and S3*D*). We also measured circulating levels of BHB, NEFA, and TGs in Pcx^L−/−^ female mice following exposure to ketogenic diet. With the exception of significantly increased NEFA levels, Pcx^L−/−^ female mice displayed no further alterations to serum metabolites (Fig. S3*D*). Tissue weights of kidney and liver were not different in male and female mice, but the livers of Pcx^L−/−^ male mice were visibly lipid laden with abundant lipid droplet deposition (Figs. 6, *E*, *F* and S3*E*). These data demonstrate the requirement of hepatic pyruvate carboxylase for long term glycemic control during carbohydrate-limited conditions.

**Figure 6:**
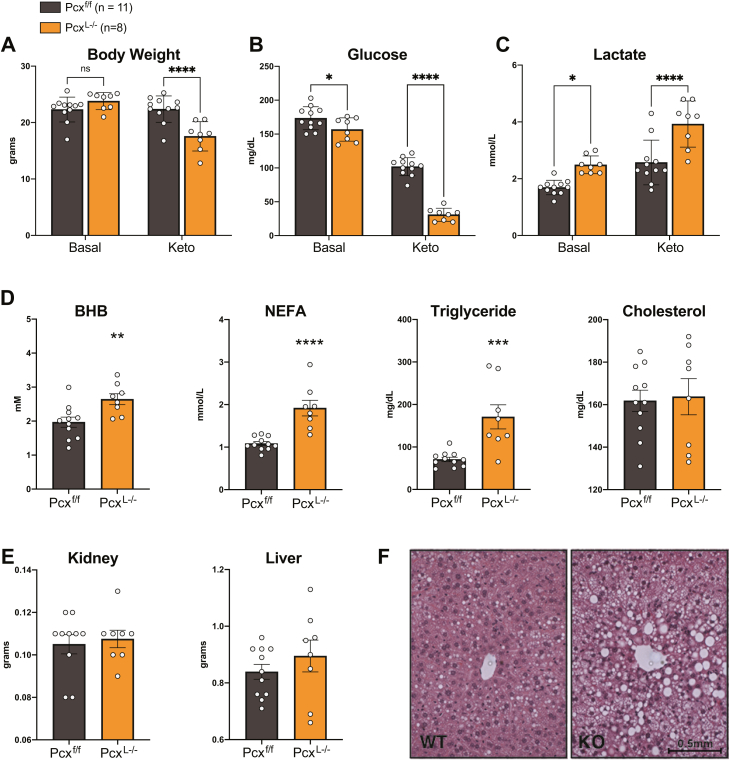
**A ketogenic diet causes metabolic decompensation in liver-specific pyruvate carboxylase KO mice**. *A*, body weight of 9-week-old male Pcx^f/f^ and Pcx^L−/−^ mice before and after feeding a ketogenic diet for 1 week. *B*, blood glucose of 9-week-old male Pcx^f/f^ and Pcx^L−/−^ mice before and after feeding a ketogenic diet for 1 week. *C*, blood lactate of 9-week-old male Pcx^f/f^ and Pcx^L−/−^ mice before and after feeding a ketogenic diet for 1 week. *D*, blood beta-hydroxybutyrate (BHB), NEFA, triglyceride, and cholesterol of 9-week-old male Pcx^f/f^ and Pcx^L−/−^ mice after feeding a ketogenic diet for 1 week *E*, kidney and liver weights of 9-week-old male Pcx^f/f^ and Pcx^L−/−^ mice after feeding a ketogenic diet for 1 week. *F*, H&E staining of liver from male Pcx^f/f^ and Pcx^L−/−^ mice after feeding a ketogenic diet for 1 week. Data are expressed as mean ± SEM. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. NEFA, nonesterified fatty acid.

### RNA-seq analysis of pyruvate carboxylase KO liver

In order to examine the broad gene expression response of Pcx^L−/−^ mice to fasting, we performed RNA-seq on liver from 24 h fasted control and Pcx^L−/−^ mice (Tables 1 and S3). 

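Liver RNA of 4 male Pcx L-/- mice and 4 Pcx f/f littermate controls, aged 9 weeks and fasted for 24 h, was sequenced with 1 library per mouse. The sample labels call the controls WT. The authors aligned the reads to the mouse genome mm10, which is GRCm38, and deposited the raw number of reads on each of 35275 Ensembl genes, together with FPKM values. The aligner, the counting tool and the annotation release are not given in the sources used here. Reads counted on genes came to 20023108, 16642285, 17158264 and 12016242 in control replicates 1 to 4, with a median of 16900274.5. In Pcx L-/- replicates 1 to 4 they came to 18570311, 19116431, 18915108 and 15062963, with a median of 18742709.5. Counts were normalized by edgeR's TMM method, and genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 13168 genes that passed edgeR's filter on low counts. Normalized counts are counts divided by the effective library size and scaled to the geometric mean of these sizes, and standard errors of log2 fold changes are approximate, taken from the F statistic of the test. Each library came from a separate mouse, so each mouse was counted as 1 replicate. Replicate pairs differed by more than counting noise, with correlations across genes between 0.976 and 0.993 (Spearman). Pcx itself, listed as ENSMUSG00000024892 and lying on chromosome 19 from 4510472 to 4621752 of GRCm38, is the deleted gene and checks the labels. Its normalized count was 681 ± 89.9 (SD, n = 4) in Pcx L-/- liver and 18936 ± 3249 (SD, n = 4) in control liver, or 3.6% of control. The log2 fold change was -4.80 (standard error 0.19, adjusted p = 3.66e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each Pcx L-/- library had between 556 and 758 normalized Pcx counts, and each control library between 14371 and 22059, so every label was in keeping with its genotype. With each mouse left out in turn the log2 fold change stayed between -4.91 and -4.71. The counts are per gene, so reads from exons outside the deleted part cannot be separated from the rest.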

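Of the 35275 genes in the count table, 21737 had at least 1 read in the 8 libraries and 13168 were tested. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3632 genes were altered in Pcx L-/- liver, or 27.6% of those tested, with 1855 higher and 1777 lower. A change of at least 2-fold was found for 480 induced and 471 suppressed genes. In 424 of the induced and 386 of the suppressed genes the 4 values of one genotype all lay beyond the 4 of the other. Among all genes tested this held for 3629, or 27.6%, where chance gives 2.86%. DESeq2's Wald test with apeglm shrinkage, the procedure that the paper's methods name, called 3977 altered genes, with 437 induced and 396 suppressed. The 2-fold counts were lowest in edgeR's test against a 2-fold change itself, with 72 induced and 46 suppressed genes, and induced genes were most numerous, 1031, with scaling by library size only. Leaving out each mouse in turn gave between 2109 and 4602 altered genes. The lowest number came without Pcx L-/- replicate 4 and the highest without Pcx L-/- replicate 1, whereas 2295 genes were altered without Pcx L-/- replicate 2. Without Pcx L-/- replicate 1, 754 genes were suppressed at least 2-fold. Higher genes made up 51.1% of those altered, but 81.8% with scaling by library size only, which was chosen after seeing the data and put the median log2 fold change of all genes tested at 0.28 in place of -0.01.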

Out of ∼22,000 transcripts annotated, over 3900 transcripts were significantly altered in Pcx^L−/−^ mice with 437 induced and 397 suppressed by at least 2-fold (Fig. 7*A*). Gene ontology analysis of significantly altered transcripts did not identify meaningful overarching patterns within the data. However, there were transcripts of interest altered within the dataset. For example, *trib3* was greater than 17-fold higher in Pcx^L−/−^ mice and significantly elevated in Pcx^L−/−^ liver in the fasted, HFD, and ketogenic diet–fed states. 

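All 35 genes of Table 1 were tested, and all had an adjusted p of 0.0143 or less from edgeR's quasi-likelihood test, with the values of the 2 genotypes not overlapping. The 20 genes that were higher in Pcx L-/- liver had log2 fold changes from 1.44 for Vldlr to 4.48 for Psat1. Psat1 (ENSMUSG00000024640, chromosome 19 from 15904678 to 15947337 of GRCm38) encodes phosphoserine aminotransferase 1, and its normalized count was 408 ± 123 (SD, n = 4) in Pcx L-/- and 17.8 ± 6.05 (SD, n = 4) in control liver. Its log2 fold change had a standard error of 0.31 and an adjusted p of 2.93e-05. Asns, an asparagine synthetase on chromosome 6 from 7675169 to 7693254, had a log2 fold change of 2.46 (standard error 0.37, adjusted p = 0.00132 from the same test). With each mouse left out in turn, the log2 fold change of Asns lay between 2.25 and 3.08, the highest without control replicate 4. Apoa4, the most abundant of the higher genes, went from 12560.1 ± 2680.2 (SD, n = 4) to 49893 ± 5417 (SD, n = 4) normalized counts. The 15 lower genes include Pcx and 9 members of the cytochrome P450 Cyp2c family, which are clustered on chromosome 19 and similar in sequence, so that the authors' counting could have split reads between them. Cyp2c54 had the largest decrease of these 9, with a log2 fold change of -2.52 (standard error 0.32, adjusted p = 7.72e-04), and Cyp2c68 the smallest, with -1.38 (standard error 0.26, adjusted p = 0.00367). Of 13 Cyp2c genes tested, 12 were lower and 1, Cyp2c55, was higher at an adjusted p under 0.05. Cyp2c55 lost the threshold in 8 of 21 alternatives, among them when any mouse other than control replicate 2 was left out, with adjusted p from 0.0534 to 0.108. The numbers adjusted over the list alone were 12 and 1. The study named 10 of these genes from the same mice, so that neither pair of numbers is independent evidence.

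**Figure D1:**
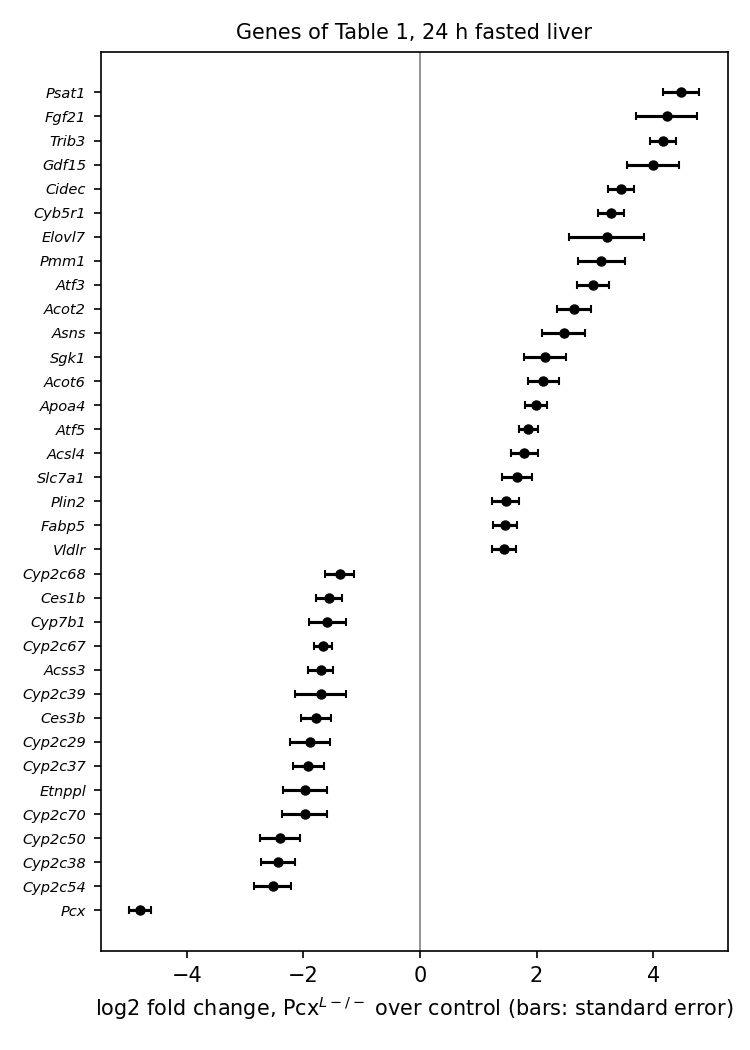
Log2 fold change (Pcx L-/- over control) of each gene of Table 1 on the horizontal axis, with the approximate standard error as a bar. Values run from -4.80 for Pcx to 4.48 for Psat1.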

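Trib3, the gene of a pseudokinase, is listed as ENSMUSG00000032715 and lies on chromosome 2 from 152337422 to 152344032 of GRCm38. In 24 h fasted liver its normalized count was 4895 ± 1459 (SD, n = 4) in Pcx L-/- and 272 ± 4.55 (SD, n = 4) in control mice, a ratio of means of 18.0. The log2 fold change was 4.17 (standard error 0.22, adjusted p = 4.01e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest Pcx L-/- mouse had 3173 normalized counts and the highest control mouse 278 (exact permutation test, two-sided p = 0.0286, the smallest that 4 mice against 4 allow). Without each mouse in turn, the log2 fold change stayed between 4.01 and 4.33. The fed, HFD and ketogenic diet states were measured by qPCR in the paper and are not analysed here.

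**Figure D2:**
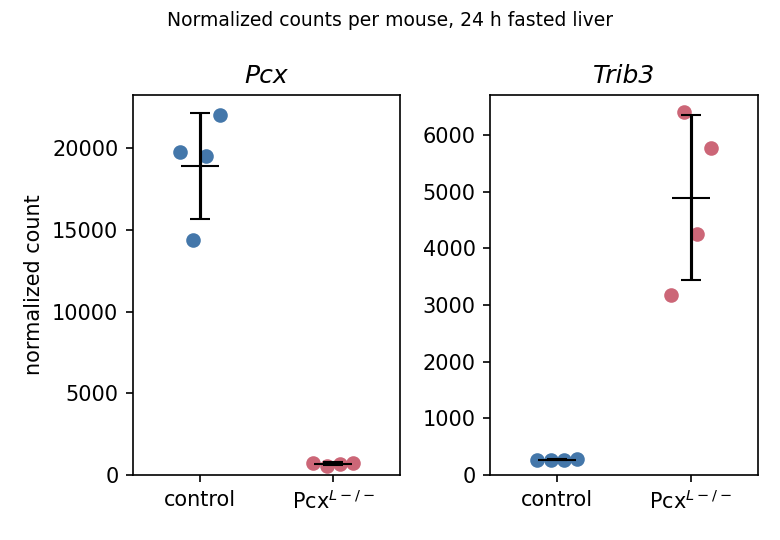
Normalized counts of Pcx and Trib3 in each of the 4 control and 4 Pcx L-/- mice (vertical axis from 0), with the mean and SD as a black mark and bar. The 2 genotypes do not overlap for either gene.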

While *trib3* has been implicated in hepatic insulin signaling and fatty acid synthesis, its precise role and requirement in glucose and lipid homeostasis has been less clear (12, 13). A subset of putative Pparα responsive transcripts was upregulated including *fgf21*, *acot2*, *acot5*, and *elovl7*. 

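Fgf21 (ENSMUSG00000030827, chromosome 7 from 45613886 to 45615490 of GRCm38) had 595 ± 395 (SD, n = 4) normalized counts in Pcx L-/- and 30.8 ± 19.4 (SD, n = 4) in control liver, with a log2 fold change of 4.23 (standard error 0.52, adjusted p = 7.35e-04 from edgeR's quasi-likelihood test). Acot2, a mitochondrial acyl-CoA thioesterase on chromosome 12 from 83987861 to 83993873, had 2224 ± 689 against 358 ± 142 (SD, n = 4 each) and a log2 fold change of 2.65 (standard error 0.29, adjusted p = 4.20e-04). Acot5, on chromosome 12 from 84069325 to 84076020, was too low in most libraries to pass the filter, so the main test does not cover it. It had 5, 430, 123 and 196 reads in Pcx L-/- replicates 1 to 4 and 1 read over the 4 controls (exact permutation test on log2(normalized count + 1), two-sided p = 0.0286). Its ratio of reads per library size was 572, with an exact binomial 95% interval of 102 to 22642 that covers counting error only. Pcx L-/- replicate 2 held 430 of the 754 reads of Pcx L-/- liver. With each mouse left out in turn, the difference between genotypes in mean log2(normalized count + 1) lay between 5.26 and 7.25. Acot2 and Acot5 are neighboring paralogs, so the authors' counting could have split reads between them. Elovl7, a fatty acid elongase on chromosome 13 from 108214404 to 108285683, had 62.0 ± 40.5 against 6.29 ± 3.11 (SD, n = 4 each) and a log2 fold change of 3.20 (standard error 0.64, adjusted p = 0.00501). Pcx L-/- replicate 1 had the lowest value of all 4 Pcx L-/- mice for Elovl7, 10.4, against a highest control value of 8.60. Of 31 Pparα targets in a list written from general knowledge, 5 were higher and 10 lower at an adjusted p under 0.05, and 6 and 12 when adjusted over the list alone. The list's median log2 fold change was -0.35 (camera test with an estimated correlation between genes, adjusted p = 0.638 over 10 lists). The study named 4 of the list's 32 members for RNA from the same mice, among them Acot5, which was not tested. Median and mean differ in sign. The score of a mouse, the mean over the list of log2(normalized count + 1) relative to the control mean, was 0.01 ± 0.11 (SD, n = 4) in Pcx L-/- liver.

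**Figure D3:**
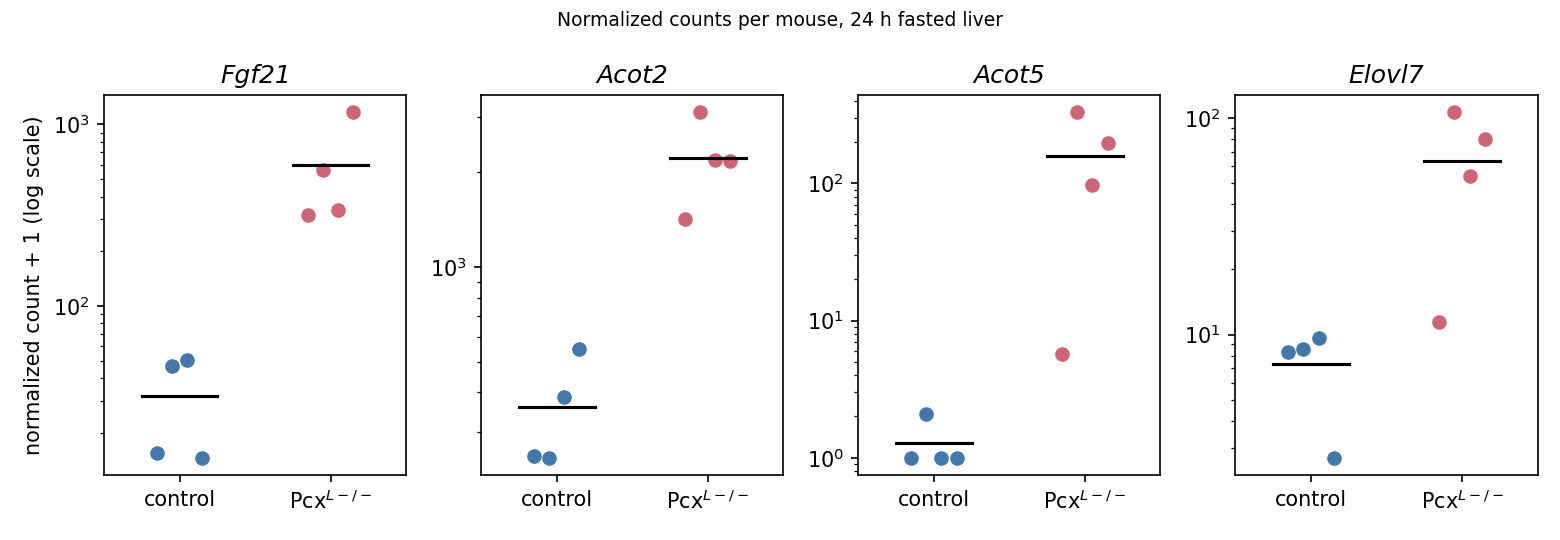
Normalized counts plus 1 of Fgf21, Acot2, Acot5 and Elovl7 in each of the 4 control and 4 Pcx L-/- mice, on log axes with the mean as a black line. Acot5 lies between 4.72 and 328 normalized counts in the Pcx L-/- mice.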

The *fgf21*, *elovl7*, and *psat1* transcripts were also induced in the fasted and ketogenic diet–fed states (Fig. 7*B*). Finally, the stress responsive *atf3, atf4*, and *atf5* were higher in fasted Pcx^L−/−^ liver (Fig. 7*C*). While *atf4* was moderately elevated in Pcx^L−/−^ liver only in the fasted state, *atf3* and *atf5* were elevated in the fasted, HFD, and ketogenic diet–fed states (Fig. 7*C*). Relevant to the present study, Atf5 has been implicated in the mammalian mitochondrial stress response (14). These data suggest that Pcx^L−/−^ liver is experiencing metabolically induced cell stress particularly when carbohydrates are restricted.

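Atf3 (ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039 of GRCm38) had 96.5 ± 6.98 (SD, n = 4) normalized counts in 24 h fasted Pcx L-/- liver and 11.8 ± 5.40 (SD, n = 4) in control liver, with a log2 fold change of 2.97 (standard error 0.27, adjusted p = 1.69e-04 from edgeR's quasi-likelihood test). Atf5, on chromosome 7 from 44812256 to 44816658, had 18121 ± 2260.1 against 4997 ± 977 (SD, n = 4 each), a log2 fold change of 1.86 (standard error 0.17, adjusted p = 1.69e-04). Atf4, on chromosome 15 from 80255184 to 80257541, had the smallest change of the 3, with 1716 ± 505 against 927 ± 207 (SD, n = 4 each) and a log2 fold change of 0.89 (standard error 0.23, adjusted p = 0.0147). Without Pcx L-/- replicate 4, the adjusted p of Atf4 was 0.0518 and its log2 fold change 0.77, and over all alternatives the adjusted p lay between 0.00162 and 0.0518. For each of the 3 genes, all Pcx L-/- mice lay above all controls. Of 31 genes of the integrated stress response tested, 22 were higher and 1 lower, and the numbers were the same when adjusted over the list alone, 22 and 1. The study named 10 of these genes from the same mice, so that neither pair is independent evidence. The median log2 fold change of the list was 1.11 (camera with an estimated correlation between genes, adjusted p = 0.0397 over 10 lists). Without the genes the paper names it was 0.49 and past the threshold no longer (adjusted p = 0.189). All 10 genes that the paper names are among the 22 higher ones. The rest of the 22 and the 1 lower gene are thus genes that it does not name. Over all alternatives the adjusted p of the list lay between 9.68e-20 and 0.189, and it was above 0.05 in 10 of 16, among them when control replicate 1, 2, 3 or 4 or Pcx L-/- replicate 3 or 4 was left out (0.0506 to 0.0938). Chac1, Cth and Shmt2 were the 3 lowest members, with log2 fold changes of -0.43, -0.44 and -0.57. The first 2 of them were not past the threshold (adjusted p = 0.565 and 0.241), although Cth passed it without Pcx L-/- replicate 1 (0.00265). Shmt2 was past it (adjusted p = 0.0243), but not in 9 of 22 alternatives, among them when control replicate 1 or 3 or Pcx L-/- replicate 2, 3 or 4 was left out (0.0618 to 0.0851). From these transcripts and its qPCR in Fig. 7C, the paper proposes that Pcx L-/- liver is under metabolically induced cell stress, above all when carbohydrates are restricted.

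**Figure D4:**
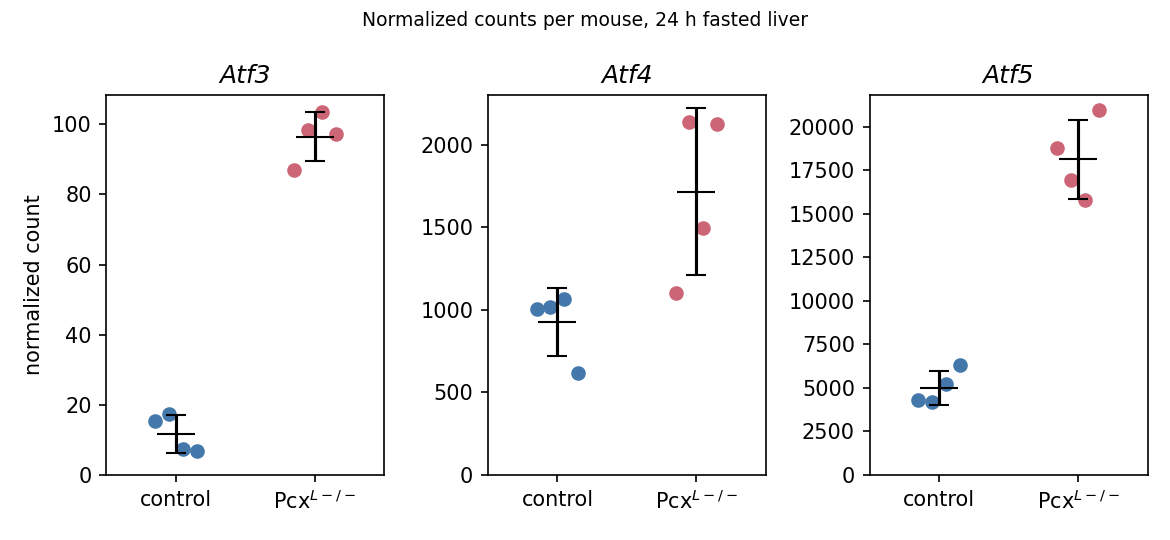
Normalized counts of Atf3, Atf4 and Atf5 in each of the 4 control and 4 Pcx L-/- mice (vertical axes from 0), with the mean and SD as a black mark and bar. Atf5 lies between 15792 and 20963 in the Pcx L-/- mice, all above the control mice.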

**Table 1:** Selected transcripts from RNA-seq differential expression analysis of 24 h fasted male control and Pcx^L−/−^ liver that were changed by more than 2-fold (n = 4/group)

Gene	Protein	Pcx^L-/-^	Pcx^f/f^	log2 fold	p-adj
Psat1	Phosphoserine aminotransferase 1	404	18	3.91	1.91E-44
Trib3	Tribbles pseudokinase 3	4846	271	3.91	2.25E-84
Cidec	Cell death–inducing DFFA-like effector c	2988	275	3.22	4.02E-53
Cyb5r1	Cytochrome b5 reductase 1	1239	128	3.04	1.54E-44
Atf3	Activating transcription factor 3	96	12	2.62	4.84E-21
Pmm1	Phosphomannomutase 1	642	74	2.6	2.21E-15
Fgf21	Fibroblast growth factor 21	590	31	2.55	7.32E-09
Gdf15	Growth differentiation factor 15	628	38	2.5	1.29E-08
Acot2	Acyl-CoA thioesterase 2	2201	357	2.34	1.17E-17
Elovl7	ELOVL family member 7, elongation of long chain fatty acids	61	6	2.08	2.25E-06
Asns	Asparagine synthetase	450	87	1.99	5.96E-09
Apoa4	Apolipoprotein A-IV	49,370	12,511	1.89	1.22E-26
Acot6	Acyl-CoA thioesterase 6	119	28	1.87	6.17E-11
Atf5	Activating transcription factor 5	17,936	4976	1.78	9.51E-26
Acsl4	Acyl-CoA synthetase long-chain family member 4	3671	1070	1.64	1.03E-11
Sgk1	Serum/glucocorticoid regulated kinase 1	2818	642	1.62	5.43E-05
Slc7a1	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 1	107	34	1.48	1.83E-07
Plin2	Perilipin 2	13,621	4934	1.36	6.75E-09
Fabp5	Fatty acid binding protein 5, epidermal	145	52	1.34	3.87E-08
Vldlr	Very low density lipoprotein receptor	340	128	1.33	6.67E-09
Cyp2c68	Cytochrome P450, family 2, subfamily c, polypeptide 68	1606	4202	−1.26	1.97E-06
Cyp2c39	Cytochrome P450, family 2, subfamily c, polypeptide 39	61	205	−1.37	0.000415
Cyp7b1	Cytochrome P450, family 7, subfamily b, polypeptide 1	510	1544	−1.39	7.66E-06
Ces1b	Carboxylesterase 1B	830	2460	−1.45	1.36E-09
Cyp2c70	Cytochrome P450, family 2, subfamily c, polypeptide 70	199	791	−1.45	0.000617
Etnppl	Ethanolamine phosphate phospholyase	1649	6514	−1.49	0.000291
Acss3	Acyl-CoA synthetase short-chain family member 3	175	576	−1.59	2.50E-11
Cyp2c67	Cytochrome P450, family 2, subfamily c, polypeptide 67	1004	3210	−1.61	6.13E-22
Ces3b	Carboxylesterase 3B	1651	5728	−1.64	1.47E-10
Cyp2c29	Cytochrome P450, family 2, subfamily c, polypeptide 29	1875	7001	−1.65	1.38E-07
Cyp2c37	Cytochrome P450, family 2. subfamily c, polypeptide 37	1394	5288	−1.74	5.19E-11
Cyp2c50	Cytochrome P450, family 2, subfamily c, polypeptide 50	1908	10,077	−2.09	7.38E-12
Cyp2c38	Cytochrome P450, family 2, subfamily c, polypeptide 38	310	1694	−2.18	7.07E-15
Cyp2c54	Cytochrome P450, family 2, subfamily c, polypeptide 54	923	5334	−2.24	4.24E-15
Pcx	Pyruvate carboxylase	674	18,859	−4.62	6.00E-181

**Figure 7:**
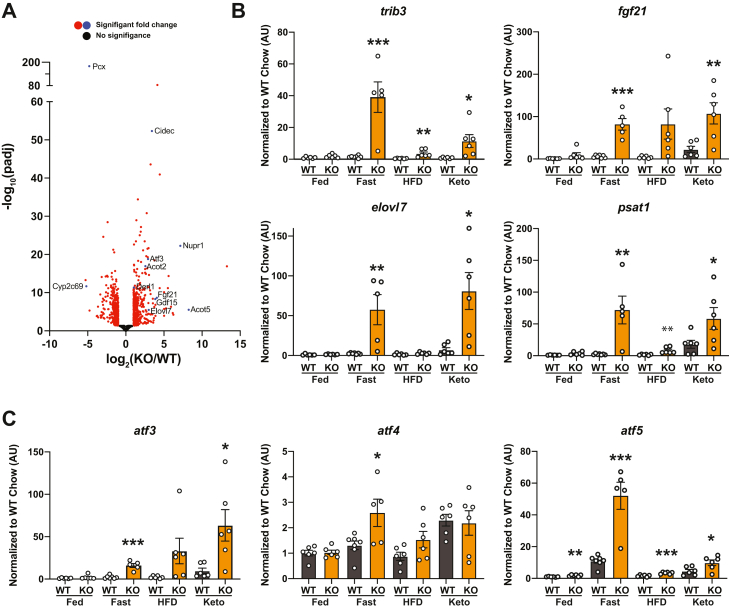
**Effect of diet on transcript abundance in liver-specific pyruvate carboxylase KO mice.***A*, volcano plot of differential transcript abundance from RNA-seq comparing 24 h fasted Pcx^f/f^ and Pcx^L−/−^ liver (n = 4). *B*, qPCR analysis of *trib3*, *fgf21*, *elovl7*, and *psat1* comparing fed, 24 h fasted, 12 HFD fed, or 1 week ketogenic diet fed Pcx^f/f^ and Pcx^L−/−^ liver (n = 5–7). Data are expressed as mean ± SEM. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. *C*, qPCR analysis of *aft3*, *atf4*, and *atf5* comparing fed, 24 h fasted, 12 HFD fed, or 1 week ketogenic diet fed Pcx^f/f^ and Pcx^L−/−^ liver (n = 5–7). Data are expressed as mean ± SEM. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. HFD, high-fat diet; qPCR, quantitative PCR.

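Of the genes labelled in the volcano plot and not given at another statement, Nupr1 (ENSMUSG00000030717, chromosome 7 from 126623249 to 126630861 of GRCm38) had the largest fitted increase, with 1164 ± 674 (SD, n = 4) normalized counts in Pcx L-/- and 7.32 ± 4.12 (SD, n = 4) in control liver. Its log2 fold change was 7.19 (standard error 0.64, adjusted p = 1.59e-04 from edgeR's quasi-likelihood test). Gdf15, on chromosome 8 from 70629393 to 70632456, had a log2 fold change of 3.99 (standard error 0.44, adjusted p = 4.54e-04), and Cidec, on chromosome 6 from 113424634 to 113435760, of 3.45 (standard error 0.22, adjusted p = 2.18e-05). Derl1, on chromosome 15 from 57869502 to 57892448, changed less, from 2394 ± 219 to 5130.4 ± 761 normalized counts (SD, n = 4 each). Cyp2c69, on chromosome 19 from 39842814 to 39886799, fell from 88.4 ± 79.2 to 2.14 ± 1.97 (SD, n = 4 each). Its log2 fold change was -5.24 (standard error 0.74, adjusted p = 0.00109), it is one of the similar genes of the Cyp2c cluster, and control replicate 4 held 207 of its normalized counts. In each of these 5 genes the 2 genotypes did not overlap.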

### The loss of pyruvate carboxylase results in the increased abundance of lysine-acetylated mitochondrial proteins in the liver

The metabolic changes we observed in the liver of Pcx^L−/−^ mice prompted us to investigate protein lysine acetylation more globally in Pcx^L−/−^ liver. Western blotting using antiprotein lysine antibodies revealed an increase in the abundance of lysine-acetylated proteins compared to WT littermates in both the fed and fasting states (Fig. 8*A*). Indeed, fed Pcx^L−/−^ liver exhibited higher abundance of lysine-acetylated proteins than even 24 h fasted control liver. Pcx^L−/−^ mice fed a HFD also exhibited a large increase in the abundance of lysine-acetylated proteins comparable to the increase observed by chow feeding (Fig. 8*B*). However, ketogenic diet–fed Pcx^L−/−^ and control mice exhibited a similar pattern of lysine-acetylated proteins, suggesting that the increase in lysine acetylation is associated with lipid oxidation. To gain a more granular view of the proteins with an increase in abundance of lysine-acetylated proteins, we mapped and quantified the differential abundance of lysine acetylated proteins *via* tandem mass tag (TMT)-based mass spectrometry (MS) (Table 2). We found that the abundance of lysine-acetylated proteins in mitochondria was greatly increased in the livers of Pcx^L−/−^ mice, consistent with altered mitochondrial metabolism in these mice (Fig. 8*C*). Interestingly, when analyzing the whole proteome, it is clear that mitochondrial protein hyperacetylation is the dominant signature in Pcx^L−/−^ liver with minimal changes in acetylpeptide levels outside of mitochondria (Fig. 8*D* and Table S4). To confirm the expression of these proteins was unchanged by the loss of Pcx, we performed Western blot analysis on 15 mitochondrial proteins in the livers of control and Pcx^L−/−^ liver. None of the protein concentrations we probed were changed even though they were the most highly differentially lysine-acetylated proteins. These data demonstrate that the loss of hepatic pyruvate carboxylase is associated with a dramatic increase in the abundance of lysine-acetylated proteins in mitochondria in the liver, suggesting additional metabolically driven posttranslational regulatory mechanisms.

**Figure 8:**
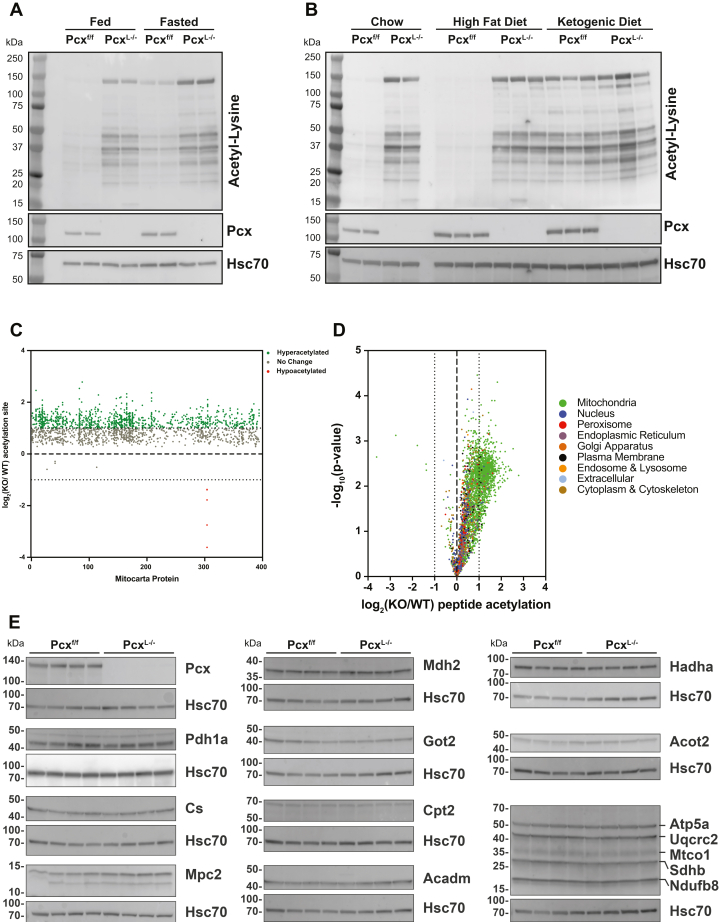
**The loss of pyruvate carboxylase elicits mitochondrial protein hyperacetylation.***A*, Western blot of acetylated proteins from 9-week-old fed and 24 h fasted Pcx^f/f^ and Pcx^L−/−^ mice. *B*, Western blot of acetylated proteins from 9-week-old fed, 24 h fasted, 12 week high fat diet–fed, and 1 week ketogenic diet–fed Pcx^f/f^ and Pcx^L−/−^ mice. *C*, quantitative TMT acetyl-proteomics of 24 h fasted Pcx^f/f^ and Pcx^L−/−^ livers showing mitochondrial proteins (n = 5). *D*, quantitative TMT acetyl-proteomics of 24 h fasted Pcx^f/f^ and Pcx^L−/−^ livers showing all proteins (n = 5). *E*, Western blots of mitochondrial proteins from 9-week-old Pcx^f/f^ and Pcx^L−/−^ mice (n = 4). Pyruvate Carboxylase (Pcx), Pyruvate Dehydrogenase 1a (Pdh1a), Citrate Synthase (Cs), Malate Dehydrogenase 2 (Mdh2), Mitochondrial Pyruvate Carrier 2 (Mpc2), Glutamine Oxaloacetate Transaminase 2 (Got2), Carnitine Palmitoyltransferase 2 (Cpt2), Acyl-CoA Dehydrogenase Medium Chain (Acadm), Hydroxyacyl-CoA Dehydrogenase Trifunctional Multienzyme Complex Subunit Alpha (Hadha), Acyl-CoA Thioesterase 2 (Acot2), ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit 1 (Atp5a), ubiquinol cytochrome c reductase core protein 2 (Uqcrc2), mitochondrially encoded cytochrome c oxidase I (Mtco1), succinate dehydrogenase complex, subunit B (Sdhb), NADH:ubiquinone oxidoreductase subunit B8 (Ndufb8).

**Table 2:** Selected acetylated peptides from TMT acetyl-proteomics of 24 h fasted male control and Pcx^L−/−^ liver (n = 5/group)

## Discussion

Pyruvate, derived largely from glycolysis, alanine transamination, and lactate conversion, proceeds *via* two major fates once it enters the mitochondrial matrix. To contribute to the oxidative TCA cycle, it is oxidatively decarboxylated by the pyruvate dehydrogenase complex generating acetyl-CoA and CO_2_. In this way, pyruvate can efficiently energize mitochondria and contribute to cellular ATP production. The other major fate for pyruvate is the biotin-dependent carboxylation to OAA *via* pyruvate carboxylase. Pyruvate carboxylase is uniquely important for hepatic TCA cycle function in both the fed and fasted states by providing an anaplerotic source for gluconeogenesis and fatty acid biosynthesis. Here, we have removed pyruvate carboxylase specifically in the liver to better understand the contribution of pyruvate mediated anaplerosis to liver and systemic metabolism. We have shown that the liver requires pyruvate carboxylase for gluconeogenesis, but its loss is well tolerated following a 24 h fast with a surprising metabolic resiliency. In fact, the suppression in hepatic gluconeogenesis protects Pcx^L−/−^ mice from HFD-induced glucose intolerance. However, longer term feeding of carbohydrate depleted diets to Pcx^L-/-^ mice results in their rapid metabolic decompensation.

The majority of pyruvate is transported into the mitochondrial matrix *via* the Mitochondrial Pyruvate Carrier (Mpc) located in the mitochondrial inner membrane (15, 16). The loss of either of the components of the Mpc, Mpc1, or Mpc2 is not sufficient to fully block mitochondrial pyruvate metabolism as pyruvate can be generated by multiple compensatory pathways such as alanine transamination or supported by glutamine anaplerosis (17, 18, 19). There is no such alternative pathway to compensate for the loss of pyruvate carboxylase. Surprisingly, we found that pyruvate carboxylase was uniquely required for gluconeogenesis and other substrates such as glutamine could not support gluconeogenesis in the absence of pyruvate carboxylase, consistent with the work of others (9). The biochemical rationale for why a KO of pyruvate carboxylase would be required for other sources of anaplerosis is not clear.

Fatty acid oxidation and pyruvate carboxylase activity are intimately connected. During fasting or starvation, fatty acids are oxidized in mitochondria to provide hepatocytes with ATP and NADH to facilitate gluconeogenesis and the carbon substrate (acetyl-CoA) for ketogenesis. This enables the liver to buffer blood glucose and provide alternative fuel (ketone bodies) for highly oxidative tissues during food deprivation. The loss of pyruvate carboxylase was associated with increased ketogenesis, suggesting their livers are likely relying on alternative fuels. People with disparate inborn errors in fatty acid oxidation exhibit life-threatening hypoketotic hypoglycemic bouts following a fast. Fatty acids cannot contribute to a net increase in the carbon skeleton of glucose during gluconeogenesis in mammals. One of the important canonical roles of hepatic fatty acid oxidation is to enable gluconeogenesis. It does this in large part by providing acetyl-CoA to allosterically activate pyruvate carboxylase. Previously, we characterized a conditional loss of function of liver *Cpt2* (Cpt2^L−/−^) mouse model with a lack of hepatic fatty acid oxidation and showed that they also exhibited a defect in hepatic gluconeogenesis but exhibited minimally altered glycemia following a 24 h fast (20). Also, similar to Pcx^L−/−^ mice, animals with a defect in hepatic fatty acid oxidation exhibited a rapid metabolic decompensation following a ketogenic diet at a similar timescale (20). The similarities between the phenotypes of mice with liver-specific deficits in pyruvate carboxylase and fatty acid oxidation support their intimate connection.

The liver-specific loss of glucose-6-phosphatase results in a similar phenotype as PcxL−/− mice including fasting euglycemia with increased ketogenesis (21, 22). This suggests that hepatic glucose production from non-mitochondrial sources such as glycerol or glycogen are also not required to maintain fasting glycemia and that mammals possess a remarkable resiliency to fasting hypoglycemia. This resiliency is likely mediated by the sensing of metabolic stress. RNA-seq analysis of Pcx^L−/−^ mice demonstrated a transcriptional response indicative of a mitochondrial stress response including the induction of transcripts such as *atf3*, *4*, and *5*. These changes were minimally effected in the fed state but upon metabolic challenge like fasting or high fat feeding, they increased sometimes dramatically. These results demonstrate a sophisticated mechanism for sensing and responding to metabolic stress.

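Beside the Atf genes, 15 genes of mitochondrial chaperones and proteases, a list written from general knowledge of the mitochondrial stress response, were compared in 24 h fasted liver. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 7 were higher in Pcx L-/- liver and 1 lower, with 7 and 1 when adjusted over the list alone. Lonp1, the gene of a mitochondrial protease, had 6148 ± 731 (SD, n = 4) normalized counts in Pcx L-/- and 2867 ± 418 (SD, n = 4) in control liver, a log2 fold change of 1.10 (standard error 0.14, adjusted p = 8.20e-04). Hspa9, a mitochondrial chaperone, had a log2 fold change of 0.67 (standard error 0.13, adjusted p = 0.00452), and Trap1, another one, of -0.38 (standard error 0.12, adjusted p = 0.0411). Trap1 lost the threshold in 14 of 22 alternatives, among them when any mouse other than control replicate 2 and Pcx L-/- replicate 1 was left out, with adjusted p from 0.0604 to 0.127. The median over the list was 0.19, and the camera test with an estimated correlation between genes did not pass the threshold (adjusted p = 0.142 over 10 lists), whereas the rotation test fry did (adjusted p = 4.62e-04). Over all alternatives it lay between 4.62e-04 and 0.324. Of 16 genes of endoplasmic reticulum chaperones and related factors, 0 were higher and 1, Herpud1, was lower, and the median was -0.05 (camera, adjusted p = 0.964). Adjusted over the list alone, 0 were higher and 0 lower, at an unadjusted p under 0.05 2 and 2, and by DESeq2's Wald test 1 and 2. Herpud1 (log2 fold change -0.55, adjusted p = 0.0262) lost the threshold in 9 of 22 alternatives, among them when control replicate 1 or 3 or Pcx L-/- replicate 2, 3 or 4 was left out (0.0564 to 0.0932). Hspa5, the gene of an abundant chaperone, had a log2 fold change of 0.97 (standard error 0.34, adjusted p = 0.0537), and it was higher and past the threshold in 14 of 22 alternatives, 2 of them chosen after seeing the data (log2 fold change 0.68 to 1.31 and adjusted p 0.00496 to 0.161 over all 22). The other 8 were DESeq2's size factors, limma on log2(FPKM + 1) of all genes above 0, and the fits without control replicate 1, 2 or 3 or Pcx L-/- replicate 2, 3 or 4. The mean of the list's score in Pcx L-/- liver was 0.07, of the opposite sign to the median. The median was positive as well, 0.25, with scaling by library size only, chosen after seeing the data, and 0.096 without control replicate 4.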

Pcx^L−/−^ mice as well as Cpt2^L−/−^ mice with a defect in hepatic fatty acid oxidation are resistant to diet-induced glucose intolerance (23). Insulin resistance results in two seemingly opposing phenomenon in the liver. Insulin-resistant individuals exhibit an inability to repress gluconeogenesis during carbohydrate replete conditions. Also, insulin-resistant livers promote *de novo* lipogenesis, although insulin is a powerful activator of fatty acid synthesis. These observations are seemingly at odds and have been termed selective insulin resistance (24). The long-sought mechanism of this selective insulin signaling has been elusive. An alternative hypothesis suggests that the liver remains insulin sensitive and therefore promotes insulin-dependent *de novo* lipogenesis and that increased gluconeogenesis is mediated by activation of pyruvate carboxylase by acetyl-CoA derived from fatty acid oxidation (5). Therefore, insulin resistance in the adipose and the inability to suppress lipolysis and fatty acid delivery to the liver may play a predominant noncell autonomous role in promoting gluconeogenesis.

Livers from Pcx^L−/−^ mice exhibit a dramatic increase in the abundance of lysine-acetylated proteins. The increase in N-acetylated amino acids, ketogenesis, and mitochondrial lysine-acetylated proteins all suggest an increase in matrix acetyl-CoA. Increased hepatocyte fatty acid oxidation is likely responsible as the lysine-acetylated proteins can be normalized by feeding Pcx^L−/−^ mice a ketogenic diet. Although much has been written regarding the posttranslational regulation exerted by mitochondrial lysine acetylation, a more detailed analysis suggests that mitochondrial lysine acetylation/deacetylation plays a limited role in regulating mitochondrial energetics (25, 26, 27, 28, 29). There has been no definitive mitochondrial lysine acetyltransferase identified and the phenotypes of the major deacetylates have been inconsistent (29). The role of mitochondrial lysine acetylation is therefore not clear and may not play a protein and site-specific regulatory role as previously envisioned but may be an excellent indicator of long term mitochondrial metabolic state analogous to glycated hemoglobin.

Here, we have demonstrated the requirements of pyruvate carboxylase under disparate nutritional states. Pyruvate carboxylase represents a major pathway for mitochondrial pyruvate metabolism. While the fate of pyruvate is unique among the fed and fasted states, pyruvate carboxylase contributes to both. While the loss of pyruvate carboxylase in the liver is tolerated during a 24 h fast and is protective for high fat–induced glucose intolerance, a ketogenic diet causes rapid metabolic decompensation. These data show the central requirement for hepatic pyruvate anaplerosis.

## Experimental procedures

Pyruvate carboxylase (Pcx) transgenic mice were obtained from the European Mutant Mouse Archive (C57BL/6NTac-Pcx Tm1a) and bred to Flpe germline deleter mice (Jax #5705) to obtain mice with Pcx that contain a floxed exon 10. 

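In the GENCODE M21 annotation of GRCm38, Pcx (ENSMUSG00000024892) lies on chromosome 19 from 4510472 to 4621752 on the plus strand. Exon numbers differ between its annotated transcripts. Transcripts Pcx-201 and Pcx-204 have 21 exons, and exon 10 of both is the coding segment from 4607532 to 4607694, with a length of 163 bp. Its length leaves a remainder of 1 when divided by 3, so that loss of this exon shifts the reading frame of the exons after it. Its sequence is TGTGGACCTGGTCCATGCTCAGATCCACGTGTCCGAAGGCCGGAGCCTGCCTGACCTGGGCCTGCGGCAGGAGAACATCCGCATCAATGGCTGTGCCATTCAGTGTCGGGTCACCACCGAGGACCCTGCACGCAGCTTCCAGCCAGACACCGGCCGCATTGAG. Transcript Pcx-202 begins at another first exon and has 20 exons, and its exon 10 is the next coding segment, from 4609864 to 4610046 with a length of 183 bp and a remainder of 0. Its sequence is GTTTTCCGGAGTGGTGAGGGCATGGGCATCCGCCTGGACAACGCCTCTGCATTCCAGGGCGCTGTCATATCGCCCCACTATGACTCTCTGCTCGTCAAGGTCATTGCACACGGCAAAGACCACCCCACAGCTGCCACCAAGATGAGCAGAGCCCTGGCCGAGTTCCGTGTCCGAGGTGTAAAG. The transcript by which the floxed exon is numbered is not given in the sources used here.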

Genotyping primers for the floxed allele were forward, 5′-CACACTGGCCTAAAGCTTG-3′, and reverse, 5′- TTCCTGACTCCCTATGACAC-3’. The size of the amplified PCR product was 387 bp. These mice were then bred to Albumin-Cre mice to generate a hepatocyte-specific deletion of pyruvate carboxylase (Pcx^L−/−^) and littermate controls (Pcx^f/f^). Genotyping primers for Cre were forward, 5′-CCAGCTAAACATGCTTCATCG-3′, and reverse, 5′-CTAACCAGCGTTTTCGTTCTG-3’. The size of the amplified product was 336 bp. All mice were housed in a facility with ventilated racks on a 14 h light/10 h dark cycle with *ad libitum* access to a standard rodent chow (18% protein, 2018SX, Envigo Teklad Diets). Additional cohorts of male and female Pcx^L−/−^ mice and their littermate controls received access to either a HFD (60% kcal derived from fat, #D12492, Research Diets) at 6 weeks of age for 3 months or a ketogenic diet (Keto; 8.6% protein, 75.1% fat, 3.2% carbohydrate, AIN-76A-Modified, High Fat, Paste; F3666, BioServ) at 9 weeks of age for 1 week. Food deprivation studies were performed on 9-week-old mice for 24 h (3 PM.-3 PM) or 4 h (11 AM-3 PM) for fed state. Tissues and serum were collected and flash-frozen at time of harvest. All procedures were performed in accordance with the NIH’s Guide for the Care and Use of Laboratory Animals and under the approval of the Johns Hopkins School of Medicine Animal Care and Use Committee.

### Glucose and insulin tolerance test

Pcx^L−/−^ and Pcx^f/f^ mice were fasted 6 h before being injected intraperitoneally with a glucose solution in saline at a dose of 1 mg/g body weight. Blood glucose was measured at 0, 15, 30, 60, and 120 min post glucose injection using a glucometer (Nova Biomedical). Blood was collected from the tail vein using capillary collection tubes (Microvette CB 300, Sarstedt) before and 15 min post injection to assess insulin levels. Serum was isolated from blood and stored at −80 °C. Serum insulin levels were measured using an ELISA kit (Millipore). For insulin tolerance tests, mice were fasted for 2 h before being injected intraperitoneally with human recombinant insulin (catalog no.: # 12585014, Gibco for Thermo Fisher Scientific) at a dose of 1 unit/kg body weight. Blood glucose was measured at 0 and 15, 30, 60, and 90 min post insulin injection using a glucometer (Nova Biomedical).

### Histology

Livers from Pcx^L−/−^ and Pcx^f/f^ mice (n = 3/biological replicates per genotype) were immediately fixed in 10% neutral buffered formalin following dissection and stored at 4 °C. Fixed liver tissues were embedded in paraffin, sectioned, and stained for H&E at the Histology Reference Laboratory at The Johns Hopkins University School of Medicine.

#### Primary hepatocyte gluconeogenesis

Primary mouse hepatocytes were isolated from 8- to 10-week-old mice based on a previously published protocol (30, 31). After hepatocytes were isolated, they were resuspended in 15 ml complete culture medium, Media 199 with 10% fetal bovine serum (Gibco and Atlanta Biologicals), and 1% Pen/Strep and counted by trypan blue method using a hemocytometer to determine live cell counts and cell viability. About 19,000,000 live hepatocytes were isolated. Next, 3 to 5 × 10^5^ live hepatocytes were plated per well in 6-well plates precoated with collagen I (Gibco by Life Technologies) in 2 ml culture media. Hepatocytes were incubated for 24 h before treatment at 37 °C at 5% CO_2_. For ^13^C experiments, hepatocytes were washed with 1× PBS pH 7.4 (Quality Biological) to remove the overnight media. Hepatocytes were incubated in 500 nM dexamethasone, 100uM cAMP (#A3262, Sigma–Aldrich), 0.5% bovine serum albumin in glucose, glutamine, and phenol red–free Dulbecco's modified Eagle's medium for 1 h, supplemented with either 2 mM U-^13^C-glutamine (# 605166, Sigma–Aldrich) or 1-^13^C-Lactate (#CLM-1577-PK, Cambridge Isotope Laboratory, Inc). At the end of the incubation period, cells were prepped for metabolic extraction by quenching with 1 ml ice cold methanol, scraped, and transferred into microcentrifuge tubes. Next, 0.5 ml of ultrapure molecular grade water (Quality Biological) was added to each tube, vortexed for 30 s, and incubated at −20 °C, for 30 min to induce protein precipitation. Following the incubation, cells were centrifuged at 4 °C, at 13,000*g* for 10 min. The supernatant was collected to a new tube and dried overnight by speedvac. The pellets that contained the precipitated proteins were then incubated in 0.5 M NaOH overnight to solubilize the proteins. The following day, the protein content of each sample was calculated using the Pierce bicinchoninic acid (BCA) assay (Thermo Fisher Scientific) and used for determining protein concentrations for normalization purposes.

Dried samples were reconstituted with 50 μl 50:50 acetonitrile:water, vortexed, and centrifuged at 13,000*g* for 5 min. Next, 10 μl of the supernatant were transferred to a liquid chromatography (LC) vial for LC-triple quadrupole mass spectrometer (LCMSMS) analysis of glucose. LC separation was performed on Shimadzu Nexera XR UPLC system (Shimadzu). A UPLC BEH Amide, 2.1 × 100 mm, 1.7 μm column is used for the analysis (Waters). Optimal running conditions are as follows: 20 min equilibration time, 0 to 0.2 min 0%, 0.2 to 5 min 60%, 5 to 6 min 60%, 6 to 10 min 0%, flow rate: 0.2 ml/min, mobile phase A: 0.1% ammonium hydroxide in 80% acetonitrile: 20% water, mobile phase B: 0.1% ammonium hydroxide in 20% acetonitrile: 80% water, injection volume: 1 μl. A Sciex QTrap 4500 with electrospray ionization source is used for the multiple reaction monitoring detection (Sciex). Mass spectrometer parameters for glucose assay were defined as follows: 179.6/89 Da pairs were used as Q1/Q3 for m +0, where ‘m’ denotes the ^12^C glucose mass to charge ratio, ‘+X’ denotes the number of ^13^C on glucose molecule. In similar fashion, 182/92 and 185/92 pair was used for m +3 and m +6, respectively. Electrospray ionization source parameters were set as follows: −4500V for negative mode, source temperature of 500 °C, curtain gas of 20 psi, ion source gas 1 and gas 2 of 50 to 60 psi, respectively, collusion energy of −14V, collusion exit potential of −11V.

### Immunoblotting

Flash-frozen liver tissue (100 mg) was homogenized in radioimmunoprecipitation assay buffer (50 mM Tris–HCl at pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, and 0.25% deoxycholate) with Roche PhosSTOP phosphatase inhibitor and protease inhibitor cocktail (Millipore Sigma). Homogenates were rotated for 30 min at 4 °C and then centrifuged at 18,000*g* for 15 min and supernatants isolated and transferred to new microcentrifuge tubes. Total protein concentrations were quantified by Pierce BCA assay (Thermo Fisher Scientific). Protein lysates (30ug input) were separated by Tris-glycine SDS-PAGE (4–15% polyacrylamide gels), followed by a transfer to Immobilon polyvinylidene difluoride membranes (Millipore Sigma). Membranes were blocked with 5% nonfat milk in Tris-buffered saline with Tween-20 (TBST) for 1 h and incubated overnight at 4 °C with primary antibodies at 1:1000 in 3% bovine serum albumin in TBST and all secondaries were diluted 1:5000 in 5% nonfat milk in TBST for 1 h. Antibodies used were as follows: pyruvate carboxylase (#16588-1-AP, Proteintech), HSC 70 (#sc-7298, Santa Cruz Biotechnology), pyruvate dehydrogenase (#2784 Cell Signaling), Citrate Synthase (#14309 Cell Signaling), Malate Dehydrogenase 2 (#11908 Cell Signaling), Mitochondrial Pyruvate Carrier 2 (17), Glutamine Oxaloacetate Transaminase 2 (HPA018139 Millipore Sigma), Carnitine Palmitoyltransferase 2 (PA5-12217 Thermo Fisher Scientific), Acyl-CoA Dehydrogenase Medium Chain (Genetex Irvine), Hydroxyacyl-CoA Dehydrogenase Trifunctional Multienzyme Complex Subunit Alpha (GTX101177 Genetex Irvine), Acyl-CoA Thioesterase 2 (15633-1-AP, Proteintech), Total Oxphos antibody cocktail (ab110411, Abcam), Acetylated-Lysine (#9441, Cell Signaling), mouse IgG-horseradish peroxidase (#7076, Cell Signaling), horseradish peroxidase–conjugated anti-rabbit (#NA934V Cytiva Life Sciences). Blots were imaged using the Amersham Prime enhanced chemiluminescent substrate (Cytiva Life Sciences) on an Alpha Innotech MultiImage III instrument. Biological replicates were used for all Western blots.

### Sample preparation for acetylome analysis of liver tissues from Pcx^L−/−^ mice

Liver tissues (50 mg) from Pcx^L−/−^ or WT mice (n = 5/biological replicates per genotype) were sonicated in lysis buffer (8 M urea, 50 mM triethylammonium bicarbonate [TEAB]) for 3 min. After centrifuging at 16,000*g* for 10 min, the supernatants were transferred to new tubes. The concentration of protein of the tissue lysates was measured by the Pierce BCA assay (Thermo Fisher Scientific). The protein lysates were reduced with 10 mM of tris (2-carboxyethyl) phosphine hydrochloride and 40 mM of chloroacetamide for 1 h at room temperature (RT). Two micrograms of protein lysate from each sample was digested with LysC (Wako Pure Chemical Industries, Ltd) at a ratio of 1:100 at 37 °C for 3 h. After dilution of urea from 8 M to 2 M urea by adding 50 mM TEAB, the protein lysate was digested with sequencing-grade trypsin (Promega) at a ratio of 1:50 at 37 °C overnight. After the solutions were acidified with 1% TFA, the digested peptides were desalted with Sep-Pak C_18_ light cartridges (Waters Corporation). Desalted peptides were lyophilized and reconstituted in 100 mM TEAB (pH 8.0) for TMT labeling. The order of the samples was randomized by an Excel function and then TMT labeling was carried out on them with 10-plex TMT reagents according to the manufacturer's instructions (Thermo Fisher Scientific). The peptides were reacted with TMT reagent for 1 h at RT and the reaction was quenched by 100 mM Tris–HCl (pH 8.0) for 20 min. TMT-labeled samples were pooled and lyophilized. The dried samples were reconstituted in 10 mM TEAB and high pH reversed-phase LC fractionation of the reconstituted sample was carried out using an Agilent Zorbax 300Extend-C18 HPLC column (4.6 mm × 25 cm, 5 μm; Agilent Technologies) on Agilent 1260 Infinity Capillary LC System (Agilent Technologies). The sample was separated into 96 fractions and they were concatenated into eight fractions followed by lyophilization.

Immunoaffinity purification (IAP) of acetyl peptides was carried out by using an Acetyl-Lysine Motif antibody kit (PTM Scan, Ac-K, Cell Signaling Technology) according to the manufacturer's instructions. Dried eight fractions were reconstituted with IAP buffer (PTM Scan, Cell Signaling Technology) and centrifugated at 12,000*g* for 5 min. Acetyl-Lysine Motif antibody beads were washed with IAP buffer three times before incubation. The supernatants were incubated with the washed antibody beads at 4 °C for overnight. After incubation, the beads were washed three times with IAP buffer and then twice with HPLC grade water. Lysine acetylated peptides were eluted with 55 μl and 50 μl of 0.15% TFA sequentially at RT for 10 min. Eluted peptides were desalted by homemade C_18_ Stage Tips.

### MS and data analyses

For the detection of posttranslationally modified proteins, the reconstituted samples (n = 5/biological replicates per genotype) in 0.1% formic acid were analyzed by Ultimate 3000 RSLCnano nano-flow LC coupled to Orbitrap Fusion Lumos Tribrid Mass Spectrometer (Thermo Fisher Scientific). The samples were loaded on an Acclaim PepMap100 Nano-Trap Column (100 μm × 2 cm; Thermo Fisher Scientific) with 5 μm C_18_ particles at a flow rate of 8 μl/min. Peptides were separated with a gradient of 8% to 28% solvent B (0.1% formic acid in 95% acetonitrile) at a 300 nl/min flow rate for 95 minutes on an EASY-Spray HPLC column (75 μm × 50 cm; Thermo Fisher Scientific) packed with 2 μm C_18_ particles. EASY-Spray ion source was operated at a voltage of 2.4 kV and the temperature of the ion transfer tube was set to 200  °C. The Orbitrap Fusion Lumos Tribrid Mass Spectrometer was operated in data-dependent mode with a full MS scan at the mass range 300 to 1800 at the top speed setting, 3 s per cycle. The precursor ions were measured in MS1 at a resolution of 120,000. Automatic gain control and maximum ion injection time for MS1 were set to 1,000,000 ions and 50 ms, respectively. The exclusion time of previously fragmented peptides was set to 30 s. Peptides were fragmented using higher energy collision dissociation and the normalized collision energy value was set at 35%. The first mass of MS/MS scans was set to 110 m/z. The fragmented peptide ions were measured in MS/MS at a resolution of 50,000. Automatic gain control and maximum ion injection time for MS/MS were set to 50,000 ions and 100 ms, respectively. The precursor isolation window was set to 1.6 m/z with a 0.4 m/z offset and single charged ions were rejected. Internal calibration was carried out using the lock mass option (m/z 445.12002).

Data analysis for identification and quantification of peptides was performed using Proteome Discoverer (v 2.4.1.15; Thermo Fisher Scientific). For MS/MS preprocessing, the top 10 peaks were selected within the 100 Da mass window. The MS/MS data were analyzed by SEQUEST algorithms with a mouse UniProt database released in December 2019 and common contaminant proteins database. The proteolytic enzyme was set to trypsin (full) with five maximum missed cleavage sites. The minimum and maximum peptide lengths were set to 6 and 35, respectively. Precursor mass tolerance was set to 10 ppm and fragment mass tolerance was set to 0.02 Da. Oxidation (+15.99492 Da) at methionine, acetylation (+42.01057 Da) at lysine and N-terminal, TMT 6-plex (+229.16293 Da) at lysine, Met-loss (−131.04048 Da) at methionine, and Met-loss+Acetyl (−89.02992 Da) at methionine were considered as a variable modification. TMT 6-plex (+229.16293 Da) at N-terminal and carbamidomethyl (+57.02146 Da) at cysteine were considered as a fixed modification. The minimum peptide length for the peptide filter was set to 6 aa and the minimum number of peptides per protein was set to 1. False-discovery rates (FDRs) for filtering peptides and peptides were set to 1% using a percolator node and the protein FDR validator node, respectively.

Quantification method was set to 10-plex TMT (channels: 126, 127N, 127C, 128N, 128C, 129N, 129C, 130N, 130C, 131). Peak integration tolerance was set to 20 ppm and the integration method was set to the most confident centroid. MS order was set to MS2. Both unique and razor peptides were used for peptide quantification. Protein groups were considered for peptide uniqueness. Shared quantification results were used. Missing values of intensity were replaced with the minimum value. A signal-to-noise ratio was used for computing reporter ion abundance. Quantification value corrections for isobaric tags were not applied. The coisolation threshold was set to 50% and the average reporter signal-to-noise threshold was set to 0. Data normalization was disabled. The strict parsimony principle was applied for protein grouping. All of the TMT reporter ion intensities of peptide-spectrum matches for the corresponding proteins were summed. The peptide table generated in Proteome Discoverer was exported, followed by importing it into Perseus 1.6.0.7 software (https://maxquant.net/perseus/) for normalization and statistical analysis. Acetyl-peptides were selected excluding nonacetyl peptides. The reporter ion intensities were normalized by dividing each row by the median value of the corresponding row, followed by dividing values in each column by the median value of nonacetyl peptides of the corresponding column. After normalization, the values in the table were log2-transformed. The log2 fold changes were calculated by subtracting the averages of the log2-transformed values between two groups. Student’s two-sample *t* test was performed for calculation of the *p* values. Significance analysis of microarrays and permutation-based FDR estimation calculation were performed for q values (32).

The COMPARTMENT dataset was used to assign localization for peptides for all cell compartments except mitochondria (33). Only COMPARTMENTS annotations with a minimum confidence score of 5 were used. Mitochondrial peptides were assigned using the MitoCarta 3.0 (34).

### Metabolites

Pcx^L−/−^ and Pcx^f/f^ mice were fasted at indicated time points and blood glucose and lactate levels were measured using a Nova Max Plus glucometer and Lactate Plus meter (Nova Biomedical). Blood was obtained by tail vain bleeds and collected using capillary tubes (Microvette CB 300, Sarstedt) and serum was isolated from blood following manufacturer’s instructions and stored at −80 °C. Serum TGs were analyzed using an Infinity Kit (Thermo Fisher Scientific). Serum cholesterol was assessed using a total Cholesterol E Kit (FUJIFILM Wako). Serum NEFAs were measured using a NEFA HR(2) kit (FUJIFILM Wako). Serum BHB was measured using a LiquiColor assay (Stanbio Laboratory). Biological replicates were used for all assays (n = 6–14/group).

### Liver metabolomics

Untargeted metabolomics was performed on fasted livers from Pcx^L−/−^ and Pcx^f/f^ mice (n = 6/biological replicates per genotype) by Metabolon Inc. For analysis, raw area counts for each biochemical species were rescaled to set the median equal to 1. Heatmap and principal component analysis were generated by MetaboAnalyst (35). Differentially regulated metabolites for heatmap were determined using a one-way ANOVA with Fisher’s LSD.

### Lipid extraction from liver tissue

Livers harvested from fed and 24 h fasted Pcx^L−/−^ and Pcx^f/f^ mice (n = 6/biological replicates per genotype) were collected, flash frozen in liquid nitrogen, and stored at −80 °C. About 100 mg of frozen liver tissue was homogenized in 500 μl of ice-cold molecular biology grade water (Quality Biological) as previously described (36). Next, 200 μl of the liver homogenate was collected for lipid extraction with 1 ml of chloroform:methanol (2:1) and centrifuged at 300*g* for 5 min at 4 °C. The lower chloroform phase was collected into a new microcentrifuge tube and dried in a vacuum. The dried lipid samples were resuspended in 50 μl of tert-butanol:MeOH:Triton-X100 (3:1:1) before determining TG content using an Infinity Kit (Thermo Fisher Scientific). Protein content of the liver homogenate was measured by using a Pierce BCA assay (Thermo Fisher Scientific) and lipid levels were normalized to total protein.

### RNA-seq library preparation and analysis

Total RNA was isolated from 100 mg flash-frozen liver tissue from Pcx^L−/−^ and Pcx^f/f^ mice (n = 4/biological replicates per genotype) using TRIzol reagent (Invitrogen for Thermo Fisher Scientific), followed by additional purification using RNeasy Mini Kit (QIAGEN), per manufacturer recommendations. RNA quality was assessed by Nanodrop. RNA was then submitted to Novogene Corporation Inc (China & Davis) for library construction and sequencing. Four biological replicates were used for each genotype. Reads were aligned to mouse reference genome (mm10).

Differential expression was performed on raw read counts in R with DESeq2 (v3.12) using the Wald test with betaPrior = FALSE and lfcShrink type=”apeglm” (37, 38). Differential expression cutoff was fold change ≥ |2|, padj < 0.05.

### Quantitative real-time PCR analysis

Total RNA was isolated from 100 mg of flash-frozen liver from Pcx^L−/−^ and Pcx^f/f^ mice (n=5–7/biological replicates per genotype) as described previously for RNA-seq preparation by TRIzol reagent. RNA samples were subjected to DNASE I (New England Biolabs) digestion to remove genomic DNA contamination using the manufacturer's protocol. A 3 M (pH 5.2) sodium acetate (Quality Biological) precipitation was performed after DNASE I digestion to purify RNA samples. In brief, sodium acetate was added at 1/10 the volume of the sample followed by the addition of 2.5 volumes of ice cold 100% ethanol and mixed thoroughly. The samples were incubated at −80 °C overnight. The samples were centrifuged at 12,000*g* for 20 min at 4 °C and the supernatant was decanted. The RNA pellets were washed twice using 1 ml of ice cold 75% ethanol and centrifuged at 12,000*g* at 4 °C. A quick spin was performed to remove any traces of residual ethanol in the pellet using a very fine pipette tip. The RNA pellets were air dried and reconstituted in sterile filtered molecular biology grade water (Quality Biological). Following RNA quality assessment by Nanodrop, complementary DNA (cDNA) was synthesized from 2 μg RNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems for Thermo Fisher Scientific). Quantitative real-time PCR analyses were carried out on 10 ng of cDNA using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) per manufacturer recommendations. RNA was first normalized to 18S ribosomal RNA to generate a ΔC_t_ value and then ΔΔC_t_ was obtained by normalizing data to mean ΔC_t_ of the control group (39). Primers used are listed in Table S1.

### Statistical analysis

All statistical comparisons were carried out in GraphPad Prism 9 (GraphPad Software Inc) unless otherwise noted. Significance was determined using Student’s *t* test, one-way ANOVA with Tukey’s post hoc correction. For experiments with two independent variables, a two-way ANOVA was conducted and the Bonferroni method was used for multiple comparisons. Shapiro–Wilk test for normality was used in R to determine whether to use a parametric or nonparametric test for significance for genomic data. Values were considered significant at *p* < 0.05.

## Data availability

RNA-seq data were deposited in GSE198317.

All proteomic data were deposited in the Proteomics Identifications Database #PXD032028.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Requirement of hepatic pyruvate carboxylase during fasting, high fat, and ketogenic diet
**Source:** J Biol Chem. 2022 Oct 28;298(12):102648. doi: 10.1016/j.jbc.2022.102648
**Supplement:** Supporting information

**SUPPORTING TABLES**

**Supporting Table 1:** Primer Table

**Supporting Table 2:** Unbiased liver metabolomics of 24hr fasted Pcx^ff^ and Pcx^L-/-^ mice.

**Supporting Table 3:** RNA-seq analysis of 24hr fasted Pcx^ff^ and Pcx^L-/-^ mice.

**Supporting Table 4:** Subcellular Acetyl-proteomic analysis of 24hr fasted Pcx^ff^ and Pcx^L-/-^ mice.

**SUPPORTING FIGURES**

**Supporting Figure 1. The role of high fat feeding on female liver specific pyruvate carboxylase knockout mice.**

1. Body weight gain of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.
2. Weight of gWAT, iWAT, kidney and liver of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.
3. Blood glucose, triglyceride, cholesterol, NEFA and beta-hydroxybutyrate in the fed state of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.

Data are expressed as mean ± SEM. *p<0.05; **p<0.01; ***p<0.001.

**Supporting Figure 2. Liver specific pyruvate carboxylase knockout female mice fed a high fat diet.**

1. Fasted blood glucose, lactate, and cholesterol, of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.
2. Fasted blood beta-hydroxybutyrate, NEFA, and triglyceride, of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.
3. Intraperitoneal glucose tolerance tests of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.
4. Area under the curve of glucose tolerance test of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.
5. Insulin tolerance tests of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.
6. Area under the curve of insulin tolerance test of female Pcx^f/f^ and Pcx^L-/-^ mice fed a high fat diet for 12 weeks.

Data are expressed as mean ± SEM. *p<0.05; **p<0.01; ***p<0.001.

**Supporting Figure 3. A ketogenic diet causes metabolic decompensation in female liver specific pyruvate carboxylase knockout mice.**

1. Body weight of 9 week old female Pcx^f/f^ and Pcx^L-/-^ mice before and after feeding a ketogenic diet for 1 week.
2. Blood glucose of 9 week old female Pcx^f/f^ and Pcx^L-/-^ mice before and after feeding a ketogenic diet for 1 week.
3. Blood lactate of 9 week old female Pcx^f/f^ and Pcx^L-/-^ mice before and after feeding a ketogenic diet for 1 week.
4. Blood beta-hydroxybutyrate, NEFA, triglyceride and cholesterol of of 9 week old female Pcx^f/f^ and Pcx^L-/-^ mice after feeding a ketogenic diet for 1 week.
5. Kidney and liver weights of 9 week old female Pcx^f/f^ and Pcx^L-/-^ mice after feeding a ketogenic diet for 1 week.

Data are expressed as mean ± SEM. *p<0.05; **p<0.01; ***p<0.001.

# Supplementary material for: Requirement of hepatic pyruvate carboxylase during fasting, high fat, and ketogenic diet
**Source:** J Biol Chem. 2022 Oct 28;298(12):102648. doi: 10.1016/j.jbc.2022.102648

## Supporting Figure 1.

The role of high fat feeding on female liver specific pyruvate carboxylase knockout mice.

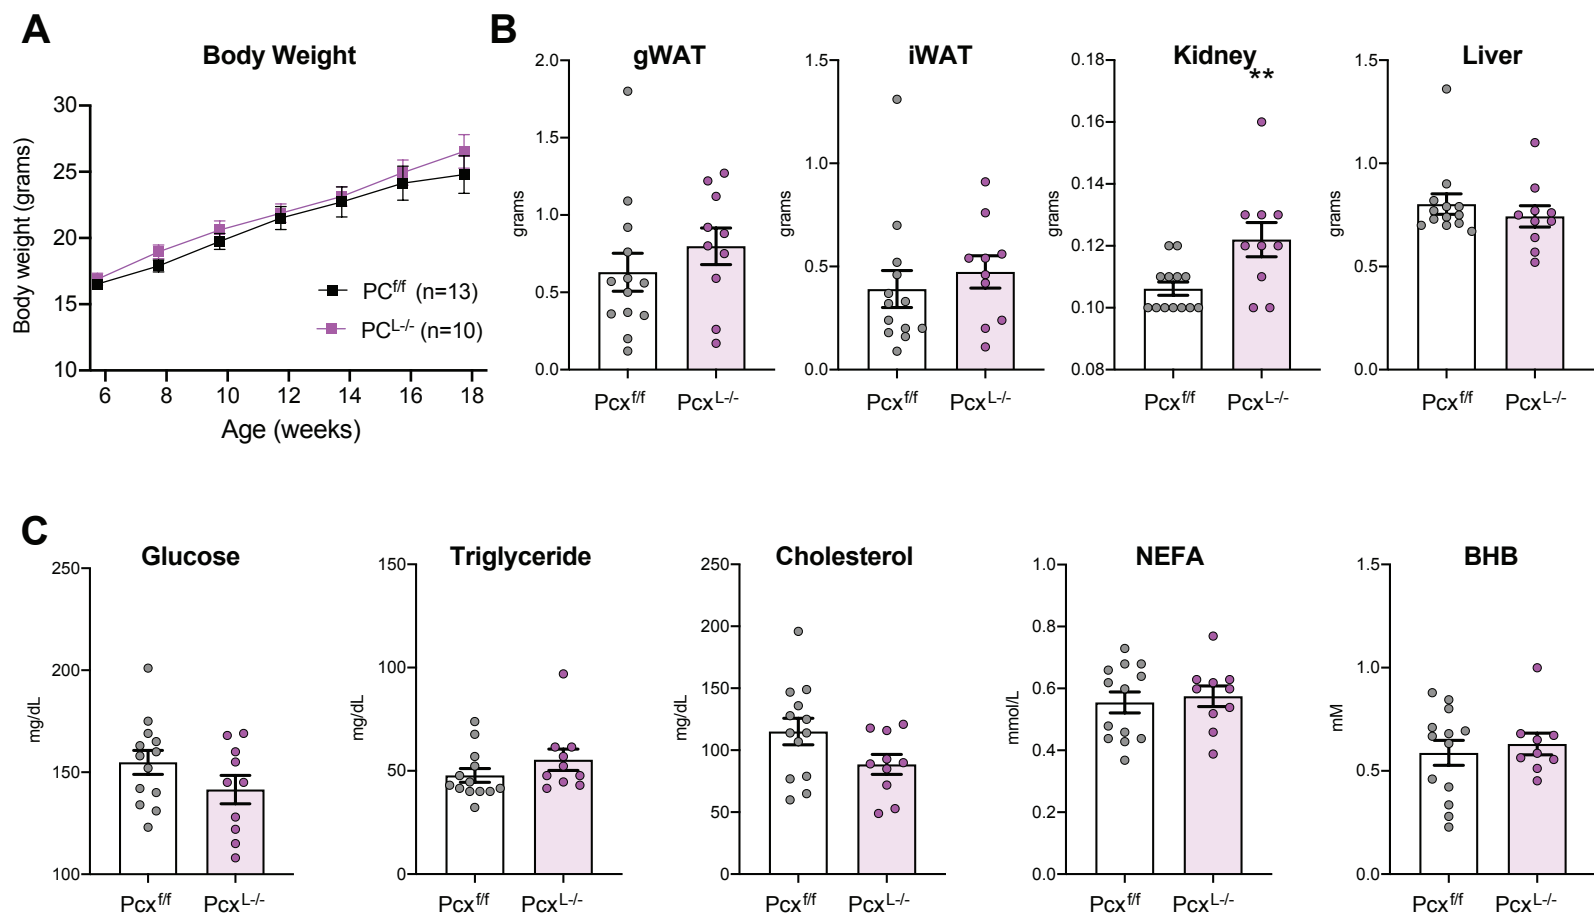

**Supplement:** Figure S1

# Supplementary material for: Requirement of hepatic pyruvate carboxylase during fasting, high fat, and ketogenic diet
**Source:** J Biol Chem. 2022 Oct 28;298(12):102648. doi: 10.1016/j.jbc.2022.102648

## Supporting Figure 2.

Liver specific pyruvate carboxylase knockout female mice fed a high fat diet.

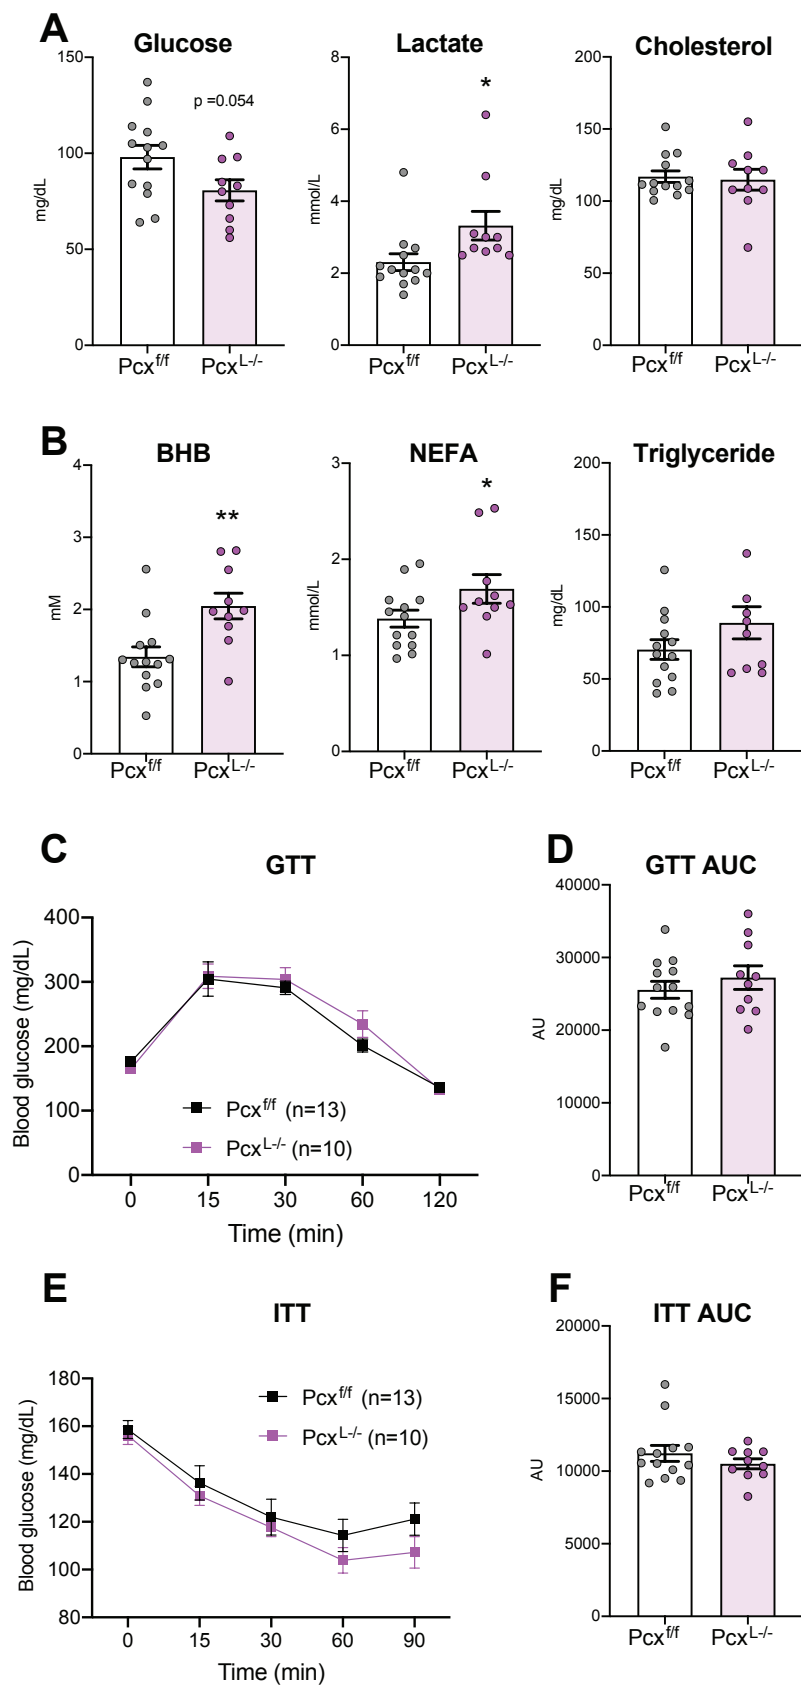

**Supplement:** Figure S2

# Supplementary material for: Requirement of hepatic pyruvate carboxylase during fasting, high fat, and ketogenic diet
**Source:** J Biol Chem. 2022 Oct 28;298(12):102648. doi: 10.1016/j.jbc.2022.102648

**Supporting Figure 3.**

A ketogenic diet causes metabolic decompensation in female liver specific pyruvate carboxylase knockout mice.

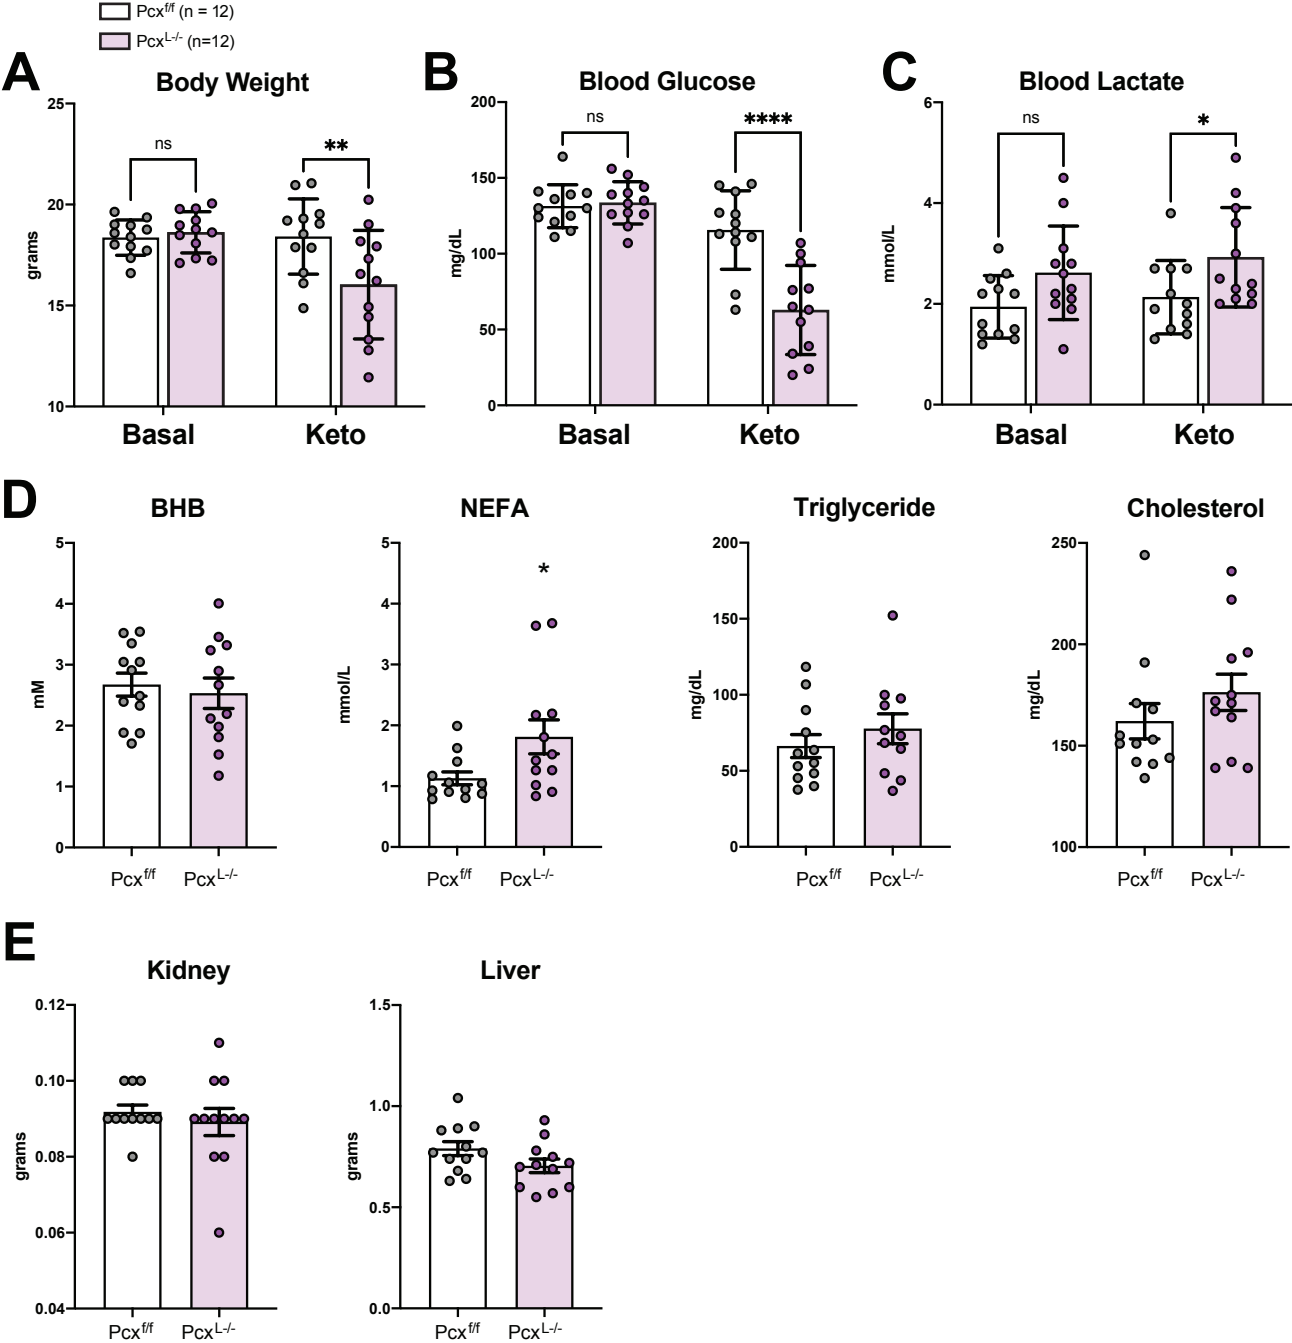

**Supplement:** Figure S3

How the deposited data were processed for this re-analysis (not part of the article)

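RNA sequencing libraries from the livers of 4 Pcx L-/- mice and 4 Pcx f/f controls, all male, 9 weeks old and fasted for 24 h, were compared. The authors prepared total RNA, had libraries made and sequenced by a company, aligned the reads to mm10 (GRCm38) and deposited raw read counts per Ensembl gene. The authors also deposited FPKM values, and 100% of the 142384 values above 0 equal the deposited count divided by one length per gene and by the library's total, within a relative tolerance of 1e-06. The aligner, the counter, its use of strand and the annotation release are not given in the sources used here. For differential expression the paper names DESeq2 with the Wald test, no prior on the coefficients and apeglm shrinkage, with thresholds of 2-fold and an adjusted p of 0.05. Neither table holds a column of another sample.

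Genotype and replicate of each library came from the sample labels and the paper, before the values were seen. Gene symbols came from the annotation table of GENCODE M21, which matched 34490 of 35275 identifiers (97.8%). The main test was edgeR 4.0.16 (R 4.3.3) with TMM factors, the quasi-likelihood F test, genotype as the only term and Benjamini-Hochberg adjustment over the genes tested. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, and 13168 remained. Standard errors are the log2 fold change divided by the square root of F and are approximate. With 6 residual degrees of freedom, the biological coefficient of variation was 0.181. Totals between 12016242 and 20023108 reads per library limit what can be said of genes with few reads.

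Gene lists were written before the data were examined, and 10 of them were tested with camera from limma 3.58.1 with the correlation between genes estimated. They came from general knowledge, except that of the mitochondrial proteins probed by Western blot, which was taken from the paper. The genes named in the text are 40 genes that the paper gives for its RNA data in its text, Table 1 or Fig. 7, whose values in the paper had been seen. Genes that it names only as proteins or for other mice, such as Cpt2, Mpc1 and Mpc2, are not among them. To these were added the 5 genes with the largest log2 fold change in each direction among those past the threshold, with no overlap between genotypes and at least 1 normalized CPM in the higher genotype. The 5 genes with the smallest p in each direction were added as well, and the 3 highest and 3 lowest members of each list. Genes outside this rule that are named in the closing section were chosen after their values were seen. Single values were compared with an exact two-sided permutation test, for which 4 mice against 4 give p = 0.0286 at the least. A fold against a group with no reads was computed against a floor of 3 counts over that group.

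The steps were tested on simulated data with the same library totals. For this comparison, edgeR recovered 88.8% of 196 changed genes among 13183 tested, with 13 false calls, and DESeq2 recovered 90.5% of 199 with 26. Among 13168 genes, limma recovered 84% of 200 with 7 false calls on log2(FPKM + 1), and 85.5% with 7 on log2(FPKM + 0.1). For these FPKM the gene lengths came from the ratio of the authors' counts to their FPKM. Camera called the changed list (adjusted p = 4.04e-05) and 0 of 20 unchanged lists. In the simulation as many genes were raised as lowered, and they were far fewer than the 27.6% altered in the real comparison. The simulation therefore does not test the scaling of the libraries. Each gene was drawn independently, so camera was not tested on lists of correlated genes.

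Alternatives were other scalings and filters, DESeq2 1.42.0 without shrinkage, with apeglm 1.24.0 and without the filter on Cook's distance, a replicate block, the series of mouse numbers (500s or 800s) as a covariate, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a test against a 2-fold change, and each mouse left out in turn. The closing section gives their effect. Further lists served as markers of cell types and liver zones, of which the muscle list was added after the data were seen and before its own test. Their median log2 fold changes were 0.09 for macrophages, -0.15 for endothelial cells, -0.06 for stellate cells, -0.47 for cholangiocytes, 1.29 for red blood cells, and -0.01 for adipose tissue, with adjusted p of 0.802 or more by camera. Of the pancreas list 1 gene was tested, and it was higher (0.70), and of the 12 muscle genes 1 was tested and not called (0.40). Gene ontology analysis, the qPCR, metabolite, proteomic and Western blot measurements and the supplementary Table S3 are not analysed here.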

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

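The tests of control RNA, of a wrong label and of blood in Pcx L-/- replicate 1 and of reads shared with other Vmn2r genes were chosen only after the result was seen, as were the criteria applied to the series of mouse numbers and to muscle transcripts. Within each genotype, the gap between the mouse farthest from the others and its nearest neighbor was divided by the range of the 4 mice, and this ratio was compared with Dixon's 95% critical value. Of 227 groups of 4 values, taken from the named genes, the library measures and the list scores, 29 were above it, where chance gives about 11.35 (1 in 20). The groups are not independent of each other, since many of the genes vary together.

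Pcx L-/- replicate 1 was the mouse concerned in 16 of these groups. Among genes the ratio was 0.853 for Cyb5r1, 0.976 for Derl1, 0.839 for Vmn2r3, 0.847 for Gm6614, 0.898 for Serpina7, 0.876 for Cyp2c23, 0.852 for Ass1, 0.867 for Asl, 0.905 for Otc, 0.871 for Atp5a1, 0.868 for Bcl6 and 0.878 for Cyp2b10. For the list scores it was 0.837 for the urea cycle and 0.849 for the genes of the mitochondrial proteins probed by Western blot. The TMM factor of this library was 0.970, against 1.14 to 1.16 in the other Pcx L-/- libraries (ratio 0.858), and its 20 most abundant genes held 23.4% of counts, against 21.0% to 21.3% (ratio 0.856). Over the 1345 genes altered at least 2-fold when it was left out, it lay at a median of 46.8% of the way from the controls to the other Pcx L-/- mice. Placed in the same way, the other Pcx L-/- mice lay between 103% and 120.5% and the controls between 3.10% and 14.0%.

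Several technical explanations for the place of Pcx L-/- replicate 1 were weighed. A share of 52.0% of control liver RNA would be needed to put these genes there, whereas Pcx in this library was only 0.541% of the control mean above the other Pcx L-/- mice, which argues against admixture. At 4.00% of the control mean, its Pcx also argues against a wrong genotype label. Hemoglobin transcripts made up 0.386% of its counts, the highest share of the 8 libraries. The share needed was computed for control liver RNA and not for blood, so this value does not decide on blood. After removal of a trend on gene length and GC content within each library, Pcx L-/- replicate 1 lay at 46.1%, so that this trend leaves the position as it was. It is the 1 Pcx L-/- mouse numbered in the 500s, while Pcx L-/- replicates 2 to 4 are numbered in the 800s. The difference between the series had a correlation of 0.0484 across genes between Pcx L-/- and control mice, and 7 of 12 arrangements gave one as large in size (genes are not independent replicates). A batch by series cannot be told apart from a difference of this mouse, since a single mouse carries it. A weaker response of this animal to fasting or to the loss of Pcx may also explain its place, and was not tested. Without this mouse 4602 genes were altered and 754 suppressed at least 2-fold. Cth, Hspa5, Manf, Creld2, Edem1, Ass1 and Bcl6 then passed the threshold (adjusted p = 0.00237 to 0.0221), while Cyp2c55 and G6pc lost it (0.0534 and 0.0787).

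Control replicate 4 was the mouse concerned in 5 groups, with ratios of 0.884 for Elovl7, 0.916 for Acsl4, 0.888 for Atf4, 0.857 for Cyp2c69 and 0.972 for Clpx. It is the smallest library, with 12016242 reads, and its deviation from the mean of all libraries correlated most with gene length (0.395 across genes, Spearman, against -0.343 in Pcx L-/- replicate 1 at the other end). Thinning all libraries to this total left 3420 altered genes, with 452 induced and 432 suppressed at least 2-fold. Removal of the trend on gene length and GC content gave 3732, of which 3233 were also altered without it. Both values argue against depth and this trend as the source of the number of altered genes, but neither was tested for the 5 genes one by one. Without this mouse all 5 stayed past the threshold, although Clpx lost it without control replicate 1 or 3 or Pcx L-/- replicate 2 or 4 (adjusted p = 0.0571 to 0.0686), and Atf4 without Pcx L-/- replicate 4 (0.0518). No biological explanation was tested.

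Control replicate 2 stood apart for Acot5 (ratio 1), Mup15 (0.941), Ass1 (0.834) and Ndufb8 (0.865), and control replicate 3 for Cox6a2 (ratio 1). The ratios for Acot5 and Cox6a2 rest on 1 read each. Pcx L-/- replicate 3 stood apart for the score of the Pparα targets (0.918), with -0.15 against 0.06 to 0.08 in the other Pcx L-/- mice. Pcx L-/- replicate 4 stood apart for Herpud1 (0.857) and for its total of 15062963 reads (0.865). Apart from the thinning of all libraries to the smallest total, neither technical nor biological explanations were tested for these values.

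Of the 35 ways to split the 8 mice into 4 and 4, counting the split by genotype itself, 1 gave as many altered genes. The number of splits with as many induced genes was 1, and with as many suppressed genes 1, so that a random grouping of the mice can be excluded at this level. The largest count of another split was 231, for control replicates 1 to 3 with Pcx L-/- replicate 1 against the rest.

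Of the genes that the paper's text and Table 1 do not name, 5 that the rule for named genes picked are given here. Vmn2r3, a vomeronasal receptor gene (ENSMUSG00000091572, chromosome 3 from 64257215 to 64289709 of GRCm38), had 677 ± 350.4 (SD, n = 4) normalized counts in Pcx L-/- liver and no read in any control, so that it was at least 799.7-fold higher (floor of 3 counts over the 4 control libraries). The rule that picked it required no overlap between genotypes. This fixes the two-sided exact permutation p at 0.0286, so that p is no separate evidence. Pcx L-/- replicate 1 had 182 reads and the other Pcx L-/- mice 937 to 1136. All 214 other Vmn2r genes together held 38 reads over the 4 Pcx L-/- libraries and as many over the controls, which argues against reads shared with paralogs. Genes on the same strand within 500000 bp upstream held 0 reads in the Pcx L-/- libraries, which argues against transcription running in from a gene in that range. Expression of Vmn2r3 in the liver on loss of Pcx may explain the signal, as a hypothesis, but a variant of the strain was not tested.

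Cox6a2, a subunit of cytochrome c oxidase, had 26.6 ± 8.47 (SD, n = 4) normalized counts in Pcx L-/- liver and 1 read over the 4 controls, a ratio of reads per library size of 94.9 with an exact binomial 95% interval of 16.7 to 3778 (counting error only). Its log2 fold change from edgeR, 6.05, went from 5.65 to 7.80 with 1 mouse left out. The muscle transcripts Ckm, Acta1, Myh4 and Mylpf held 66 reads in the Pcx L-/- libraries, all of them on Mylpf, which held 37 in the controls. Since Ckm, Acta1 and Myh4 had 0, muscle in the samples is argued against, and a change in the liver may explain Cox6a2, as a hypothesis.

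Gm6614, a gene of the Slco1 family of transporters, had 445 ± 214 (SD, n = 4) normalized counts in Pcx L-/- and 8.50 ± 6.84 (SD, n = 4) in control liver, a log2 fold change of 5.87 (standard error 0.56, adjusted p = 2.01e-04 from edgeR). The other Slco1 genes fell from 25229 ± 2165 to 12977 ± 4323 (SD, n = 4), a log2 ratio of -0.96. A fixed share of their reads counted on Gm6614 would have fallen with them, whereas Gm6614 rose, which argues against such a share. A share that differs between genotypes was not tested. The fall is larger than the gain of Gm6614, so reads moved in that way cannot be told apart from a true increase. The same holds for Serpina7, which had 3569 ± 2004 (SD, n = 4) against 68.0 ± 42.4 (SD, n = 4) normalized counts, while the other Serpina genes had a log2 ratio of -1.01. Serpina7 is on chromosome X, and 0 other Serpina genes are, which argues against reads moved from a paralog on the same chromosome. The Serpina genes on other chromosomes fell from 457272.5 ± 51717.4 to 227203.1 ± 61504.5 normalized counts (SD, n = 4 each). A fixed share of their reads would have fallen with them, whereas Serpina7 rose. The fall is larger than the gain of Serpina7, so reads moved from those genes in a share that differs between genotypes stay open. Both increases may also be biological.

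Cntnap1, a gene of a contactin-associated protein, had the smallest p among the higher genes of those that the paper's text and Table 1 do not name, with 586 ± 72.0 (SD, n = 4) against 145 ± 28.3 (SD, n = 4) normalized counts. Its log2 fold change was 2.02 (standard error 0.15, adjusted p = 7.99e-05 from edgeR), and no explanation was tested for it.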

How the results depend on the processing

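The tests with scaling by library size only and with DESeq2's prior on the coefficients (betaPrior) were chosen only after the result was seen. The number of altered genes, 3632 in the main test, was 3608 with DESeq2's size factors, 3635 with upper-quartile factors, 3477 without a filter, 3460 with at least 10 counts in every mouse, 3527 with the series of mouse numbers as a covariate, 3977 in DESeq2's Wald test and 3957 with betaPrior. DESeq2's Wald test without shrinkage gave 536 induced and 533 suppressed genes at 2-fold, and 3587 of its altered genes were the same genes as in the main test.

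Leaving out 1 mouse gave 2109 to 4602 altered genes with the lowest number without Pcx L-/- replicate 4, 2295 without Pcx L-/- replicate 2 and the highest without Pcx L-/- replicate 1. It gave 391 to 654 genes induced at least 2-fold and 340 to 754 suppressed. The extremes for suppressed genes came without Pcx L-/- replicate 4 and without Pcx L-/- replicate 1. Fewer mice give less power by construction. The cause of the higher numbers without Pcx L-/- replicate 1 was not tested.

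Scaling by library size only put the median log2 fold change of all genes at 0.28, and limma on FPKM values put it between 0.18 and 0.27. These fits leave out normalization factors, which were 0.833 to 0.942 in the controls and 0.970 to 1.16 in the Pcx L-/- libraries. Of the altered genes, 82.1% to 83.4% were higher with limma. Genes induced at least 2-fold came to 1031 by library size only and to 912 with limma on log2(FPKM + 0.1). Genes suppressed at least 2-fold came to 269 by library size only, 147 on log2(FPKM + 1), 247 on log2(FPKM + 0.1) and 146 on log2(FPKM + 1) of all genes above 0. A test against a 2-fold change itself called 72 and 46, fewer by construction.

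A replicate block gave 2975 altered genes, 2872 of them shared, with 461 induced and 490 suppressed. The correlation across genes between the deviations of the Pcx L-/- and the control mouse of one number was 0.0958, -0.127, -0.0938 and -0.0677 for pairs 1 to 4, so the numbers do not pair the mice.

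For the 97 genes named beside Pcx, 2108 values under alternatives were compared. Of these, 1931 kept their direction and their side of the threshold, 128 lost the threshold, 35 gained it and 14 changed sign. With at least 10 counts in every mouse, 81 of the genes were left to compare. The values that changed sign are of 4 genes not called in the main test. Pmpcb (-0.21) became 0.057 by library size only and 0.092, 0.098 and 0.092 in the 3 limma fits. Spg7 (-0.22) became 0.057 and 0.065, 0.070 and 0.065, and Slc25a15 (-0.22) 0.077 and 0.13, 0.13 and 0.13, in the same order. With 1 mouse left out, Slc25a15 went from -0.39 without control replicate 2 to 0.089 without control replicate 4, and Pdia4 (-0.38) from -0.54 to 0.0073 without the same mice. The cause was not tested. Without control replicate 4, Pmpcb passed the threshold at -0.35 (adjusted p = 0.0334, 0.0334 to 0.814 over its alternatives). Depth limits genes with few reads, since 13168 of the 21737 genes with a read could be tested. Pcx kept its direction and threshold under all 22 alternatives.

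The integrated stress response list (1.11) lost the threshold without the genes the paper names (0.49) and with at least 10 counts in every mouse (0.61), where fewer genes are tested, with a replicate block (1.11, adjusted p = 0.112) and by library size only (1.41, adjusted p = 0.0727). It was 1.05 to 1.17 with 1 mouse left out, and lost the threshold without control replicate 1 (1.09), 2 (1.09), 3 (1.13) or 4 (1.14) or Pcx L-/- replicate 3 (1.14) or 4 (1.05). The cause was not tested. Adjusted p over its alternatives was 9.68e-20 to 0.189.

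Camera with a preset correlation of 0.01 and fry called 4 lists that camera with an estimated correlation did not. These were the mitochondrial chaperones (0.19, 4.62e-04 to 0.324 over all alternatives), the Cyp2c family (-1.91, 6.53e-13 to 0.509), the urea cycle (-0.74, 1.01e-04 to 0.401) and the male-biased genes (-1.08, 4.43e-08 to 0.234). The preset value ignores most of the correlation estimated between these genes, 0.0462 to 0.669. The Cyp2c family was also past the threshold by library size only (-1.66, adjusted p = 0.0255) and, of -2.44 to -1.72 with 1 mouse left out, without Pcx L-/- replicate 1 (-2.44, adjusted p = 0.00291). The endoplasmic reticulum list (-0.05) was 0.25 by library size only and -0.12 to 0.10 with 1 mouse left out, positive without control replicate 4. The cause of these changes was not tested. The female-biased genes (-0.75) were 0.15 with at least 10 counts in every mouse, where fewer genes are tested. The Pparα, gluconeogenesis and Western blot lists kept their direction and stayed above 0.05 under all 16 alternatives of each.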

Differences from the paper's values

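The tests with DESeq2's betaPrior were chosen only after the result was seen. Table 1 gives 35 log2 fold changes, and for 14 of them the value here differs from the paper's by more than the standard error, all in the same direction as the paper's. Both values come from the same libraries, so the standard error is a yardstick only and not the sampling error of their difference. A difference within it under an alternative is thus no explanation by itself.

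For Psat1 the paper's value is 3.91 and the value here 4.48 (standard error 0.31), and 0 of 19 alternatives set before the data were examined closed the difference. For Trib3 the paper's value is 3.91 and the value here 4.17 (standard error 0.22), and the difference was within the error in 4 of 20 such alternatives, namely with the replicate block, the series covariate and leaving out Pcx L-/- replicate 2 or 4. For Cidec the paper's value is 3.22 and the value here 3.45 (standard error 0.22), and the difference was within the error in 6 of 20 such alternatives, namely with the replicate block, the series covariate, DESeq2 with apeglm, leaving out control replicate 1 and leaving out Pcx L-/- replicate 2 or 4. For Cyb5r1 the paper's value is 3.04 and the value here 3.27 (standard error 0.22), and the difference was within the error in 10 of 20 such alternatives, namely with the replicate block, the series covariate, DESeq2 with apeglm, limma on log2(FPKM + 1), limma on log2(FPKM + 1) of all genes above 0, leaving out control replicate 2 or 4 and leaving out Pcx L-/- replicate 2 or 3 or 4. For Atf3 the paper's value is 2.62 and the value here 2.97 (standard error 0.27), and the difference was within the error in 2 of 19 such alternatives, namely with leaving out control replicate 3 or 4. For Pmm1 the paper's value is 2.6 and the value here 3.11 (standard error 0.40), and the difference was within the error in 6 of 20 such alternatives, namely with the replicate block, the series covariate, limma on log2(FPKM + 1), limma on log2(FPKM + 1) of all genes above 0 and leaving out Pcx L-/- replicate 2 or 4. For Fgf21 the paper's value is 2.55 and the value here 4.23 (standard error 0.52), and 0 of 19 alternatives set before the data were examined closed the difference.

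For Gdf15 the paper's value is 2.5 and the value here 3.99 (standard error 0.44), and 0 of 19 alternatives set before the data were examined closed the difference. For Acot2 the paper's value is 2.34 and the value here 2.65 (standard error 0.29), and the difference was within the error in 7 of 20 such alternatives, namely with the series covariate, DESeq2's Wald test, DESeq2 with apeglm, DESeq2 without Cook's filter, leaving out control replicate 1 or 2 and leaving out Pcx L-/- replicate 2. For Elovl7 the paper's value is 2.08 and the value here 3.20 (standard error 0.64), and the difference was within the error in 2 of 19 such alternatives, namely with the series covariate and limma on log2(FPKM + 0.1). For Asns the paper's value is 1.99 and the value here 2.46 (standard error 0.37), and the difference was within the error in 4 of 20 such alternatives, namely with the series covariate, DESeq2 with apeglm and leaving out control replicate 2 or 3. For Sgk1 the paper's value is 1.62 and the value here 2.14 (standard error 0.37), and the difference was within the error in 4 of 20 such alternatives, namely with the replicate block, the series covariate, DESeq2 with apeglm and leaving out Pcx L-/- replicate 2. For Cyp2c70 the paper's value is -1.45 and the value here -1.98 (standard error 0.38), and the difference was within the error in 5 of 20 such alternatives, namely with DESeq2 with apeglm, limma on log2(FPKM + 1), limma on log2(FPKM + 1) of all genes above 0, leaving out control replicate 4 and leaving out Pcx L-/- replicate 2. For Etnppl the paper's value is -1.49 and the value here -1.97 (standard error 0.38), and the difference was within the error in 7 of 20 such alternatives, namely with DESeq2 with apeglm, limma on log2(FPKM + 1), limma on log2(FPKM + 0.1), limma on log2(FPKM + 1) of all genes above 0, leaving out control replicate 1 and leaving out Pcx L-/- replicate 2 or 4.

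In every case the alternatives not named still differed. DESeq2's Wald test with betaPrior=TRUE, which was chosen after seeing the values, came within rounding of all 35 log2 fold changes of Table 1 (largest difference 0.00456) and drops 0 of these 35 genes, the only called genes of the paper compared here. The paper's methods state betaPrior=FALSE with apeglm, with which 7 of the 35 values differ. None of the 70 mean normalized counts of Table 1 differs from the one here by more than both the replicate SD and a ratio of 1.5, and the largest ratio of the paper's mean to the one here, or the reverse, is 1.05. The paper's text gives over 3900 altered genes, with 437 induced and 397 suppressed, and the values here are 3632, 480 and 471. DESeq2's Wald test with apeglm, as the paper's methods state, gave 3977, 437 and 396, and with betaPrior=TRUE it gave 3957, 457 and 410, so that the 2-fold counts lie closer to the stated method and the values of Table 1 closer to the other. Each pair of the paper's counts and those of the main test lies within a ratio of 1.5, the criterion used for counts, since a count has no standard error here.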

Other observations

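The tests of the summed Mup counts, of growth hormone targets, of a female pattern, of Pparα targets and of the ribosomal protein genes were chosen only after the result was seen, as were the criteria that use the exact p of a list's score.

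The paper's text and Table 1 do not name the major urinary protein (Mup) genes, which are male-biased secreted proteins of the liver. All 14 Mup genes tested were lower in Pcx L-/- liver at an adjusted p under 0.05, with a median log2 fold change of -3.19. They are similar in sequence, but the sum over all 21 Mup genes in the table fell as well, from 164460 ± 20459 to 58759.6 ± 15704 normalized counts (SD, n = 4 each, log2 ratio -1.48, exact permutation p = 0.0286), which argues against reads moved among copies. After removal of the trend on gene length and GC content, 14 were still past the threshold. With DESeq2's size factors, upper-quartile factors and library size only, 14, 14 and 14 of them were lower. Mup15, Mup17 and Mup19, which the rule for named genes picked, stayed lower and past the threshold under each alternative run for them. The 19 male-biased genes tested had a median of -1.08 with 13 lower and 1 higher (13 and 1 adjusted over the list alone), although camera with an estimated correlation did not call the list (adjusted p = 0.142). The 13 female-biased genes tested had a median of -0.75 with 6 lower and 3 higher (the same adjusted over the list alone, camera adjusted p = 0.446), and a score of -0.99 ± 0.41 (SD, n = 4, exact permutation p = 0.0286). Its members go both ways, from -5.24 for Cyp2c69 to 1.78 for Cyp2b10, and the median was 0.15 when only genes with at least 10 counts in every mouse were used, so that the list does not decide on a female pattern, which stays open. Lower growth hormone signaling may explain the Mup genes, but of Igf1, Socs2 and Cish 1 was lower at an adjusted p under 0.05. Igf1 had a log2 fold change of -1.05 (adjusted p = 0.0133), Socs2 of -0.74 (0.227) and Cish of -0.39 (0.632), so that this stays open.

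The Cyp2c list had a median log2 fold change of -1.91 and a score of -2.04 ± 0.63 (SD, n = 4) in Pcx L-/- liver, lower in 4 of 4 mice than in any control (camera with an estimated correlation, adjusted p = 0.0909, 6.53e-13 to 0.509 over the alternatives). Without Pcx L-/- replicate 1 the median was -2.44 and the adjusted p 0.00291. Loss of pericentral expression or lower activity of the receptors CAR and PXR may explain this. Pericentral genes outside the Cyp2c family had a median of -0.25 (3 higher and 4 lower of 14, exact permutation p of the score = 0.143), and periportal genes one of -0.68 (1 higher and 6 lower of 15, exact p = 0.0571). CAR and PXR targets outside the family had a median of -0.26 (4 higher and 5 lower of 17, exact p = 0.371). With scaling by library size only, these medians were 0.00, -0.43 and 0.03. The pericentral list and that of CAR and PXR targets have members that go both ways, so neither explanation can be told apart from a change limited to the Cyp2c genes.

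Higher activity of Pparα might explain the increase of Fgf21, Acot2, Acot5 and Elovl7. The 25 Pparα targets tested that the paper does not name had a median log2 fold change of -0.35, with 2 higher and 9 lower, and a score of -0.26 ± 0.11 (SD, n = 4, exact permutation p = 0.0571). With Cpt2, Acadm and Hadha, which the paper names as proteins, the 28 genes had a median of -0.38 with 2 higher and 10 lower (exact permutation p = 0.0286). With library size only the median of the 25 was -0.08, with 3 higher and 6 lower. The fall is thus past the threshold with one choice of members and not with the other, and higher activity of Pparα stays open. The paper speaks of a subset of these transcripts, which this list does not address.

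The 77 ribosomal protein genes tested, chosen after their values were seen, were all higher in Pcx L-/- liver, 67 of them at an adjusted p under 0.05, with a median log2 fold change of 0.77 (exact permutation p of their mean = 0.0286). These transcripts are short, with a median length of 928 bp against 3062 bp for all genes tested. After removal of the trend on gene length and GC content the median was 0.65, with all 77 still higher, which argues against this trend as the whole cause. By library size only the median was 0.77 above that of all genes. A factor per library moves all genes alike, so this value does not test the scaling of the libraries, and an increase of these genes cannot be told apart by it from a decrease of the others. A biological change may be another explanation and was not tested.

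The 10 urea cycle genes had a median log2 fold change of -0.74, with 7 lower and 0 higher (8 and 0 adjusted over the list alone, 8 and 0 at an unadjusted p under 0.05, 8 and 0 by DESeq2's Wald test, camera adjusted p = 0.314). Ass1 had a log2 fold change of -0.38 (adjusted p = 0.264), and without Pcx L-/- replicate 1 of -0.60 (adjusted p = 0.0221, 0.0221 to 0.811 over its alternatives). The 18 gluconeogenesis genes had a median of -0.40, with 7 lower and 2 higher (8 and 3 adjusted over the list alone, camera adjusted p = 0.638). For the 14 genes other than Pcx of the mitochondrial proteins that the paper probed by Western blot, the median was -0.37 while the mean score was 0.01, of the opposite sign. Of these, 5 were lower and 3 higher (9 and 3 adjusted over the list alone, camera adjusted p = 0.747). The 3 higher were Acot2, Cs and Mdh2. These values are of RNA, whereas the paper reports from its Western blots that the protein levels were unchanged.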
